# The bacterial microbiome modulates the initiation of brain metastasis by impacting the gut-to-brain axis

**DOI:** 10.1016/j.isci.2025.111874

**Published:** 2025-01-22

**Authors:** Matteo Massara, Michelle Ballabio, Bastien Dolfi, Golnaz Morad, Vladimir Wischnewski, Eleni Lamprou, Joao Lourenco, Stéphanie Claudinot, Hector Gallart-Ayala, Rui Santalla Méndez, Annamaria Kauzlaric, Nadine Fournier, Ashish V. Damania, Matthew C. Wong, Julijana Ivanisevic, Nadim J. Ajami, Jennifer A. Wargo, Johanna A. Joyce

**Keywords:** Microenvironment, Microbiome, Cancer

## Abstract

Brain metastases (BrMs) are the most common brain tumors in patients and are associated with poor prognosis. Investigating the systemic and environmental factors regulating BrM biology represents an important strategy to develop effective treatments. Toward this goal, we explored the contribution of the gut microbiome to BrM development by using *in vivo* breast-BrM models under germ-free conditions or antibiotic treatment. This revealed a detrimental role of gut microbiota in fostering BrM initiation. We thus evaluated the impact of antibiotics and BrM outgrowth on the gut-brain axis. We found the bacterial genus *Alistipes* was differentially present under antibiotic treatment and BrM progression. In parallel, we quantified circulating metabolites, revealing kynurenic acid as a differentially abundant molecule that impaired the interaction between cancer cells and the brain vasculature in *ex vivo* functional assays. Together, these results illuminate the potential role of gut microbiota in modulating breast-BrM via the gut-to-brain axis.

## Highlights

• Depletion of gut bacteria delays BrM onset in a breast-BrM model *in vivo*
• *Alistipes* bacteria in the gut are differentially altered by antibiotics and at BrM endpoint
• Kynurenic acid impedes cancer cell-brain vessel interactions *ex vivo*

## Introduction

The development of brain metastasis (BrM), originating primarily from lung cancers (40%–60%), breast cancer (15%–25%), and melanoma (5–20%), represents a formidable clinical challenge. The limited efficacy of current treatment options results in patient survival rates that are often measured by just a few months following BrM diagnosis.^1^^,^^2^ To address this challenge, new approaches are urgently needed. One promising strategy centers on investigating and targeting the tumor microenvironment (TME), which is recognized as a key regulator of metastatic dissemination and outgrowth.^3^^,^^4^ The brain TME is distinguished by several unique cell types, including astrocytes, neurons, and microglia; an immunosuppressive environment; and the presence of the blood-brain barrier (BBB), which can interfere with effective drug delivery to the brain.^5^

The complex interplay between the tumor and its microenvironment is influenced by both cancer-driven factors as well as patient-intrinsic variables such as the microbiome.^4^ Investigating how systemic factors regulate BrM biology represents a potentially targetable strategy for developing effective treatments for brain tumors.^6^ Indeed, the brain is in bidirectional communication with the gut microbiome, creating the gut-to-brain axis.^7^ Bacteria in the gut can impact the central nervous system (CNS) by regulating the abundance of metabolites and neurotransmitters.^8^ In turn, the CNS can regulate peristalsis via the vagus nerve activity.^8^ Several non-cancer-related brain pathologies have been reported to impact the gut-to-brain axis, which may then exacerbate disease progression.^9^ In cancer, the host-associated polymorphic microbiome has been recently added as an enabling characteristic to the canonical hallmarks of cancer, in recognition of the broad impact of the microbiome on carcinogenesis, tumor outgrowth, and regulation of therapeutic efficacy.^10^

The gut-brain axis can also be impacted in gliomas.^11^^,^^12^ An altered gut microbiome composition has been reported in patients with primary brain tumors.^13^^,^^14^ In mouse glioma models, systemic antibiotic treatment promoted tumor outgrowth,^15^^,^^16^ in association with increased FoxP3-positive regulatory T cells in the TME.^16^ Moreover, in a mouse glioma model engrafted with a humanized microbiome, the bacterial species *Bacteroides cellulosilyticus* was associated with enhanced anti-PD-1 treatment efficacy.^17^ Finally, bacteria have also been reported to be an integral part of the TME in human gliomas,^18^ although their role has yet to be fully elucidated. In this study, we sought to specifically assess the role of the bacterial microbiome in the biology of metastatic brain cancer, taking advantage of *in vivo* breast-BrM models to investigate the gut-to-brain axis.

## Results

### Complete bacteria depletion delays brain metastasis initiation in a breast-BrM model

To examine the functional role of the bacterial microbiome in BrM biology, we employed an *in vivo* breast-BrM model utilizing the PyMT-BrM3 breast cancer cell line, which exhibits enhanced brain-homing capacity.^19^ We injected these cells into mice housed either in a germ-free (GF) facility or under conventional conditions (CONV), in parallel. Mice were closely monitored and sacrificed at the designated endpoint following a single terminal MRI to calculate BrM tumor volume (Figure 1A). Interestingly, mice housed in the GF facility displayed overall prolonged survival compared to their conventionally housed counterparts (Figure 1B). At the experimental endpoint, however, no evident differences were detected in BrM number (Figure S1A) or volume (Figure S1B), indicating similar metastatic outgrowth under both conditions despite the initial increased survival in the GF group.

**Figure 1:**
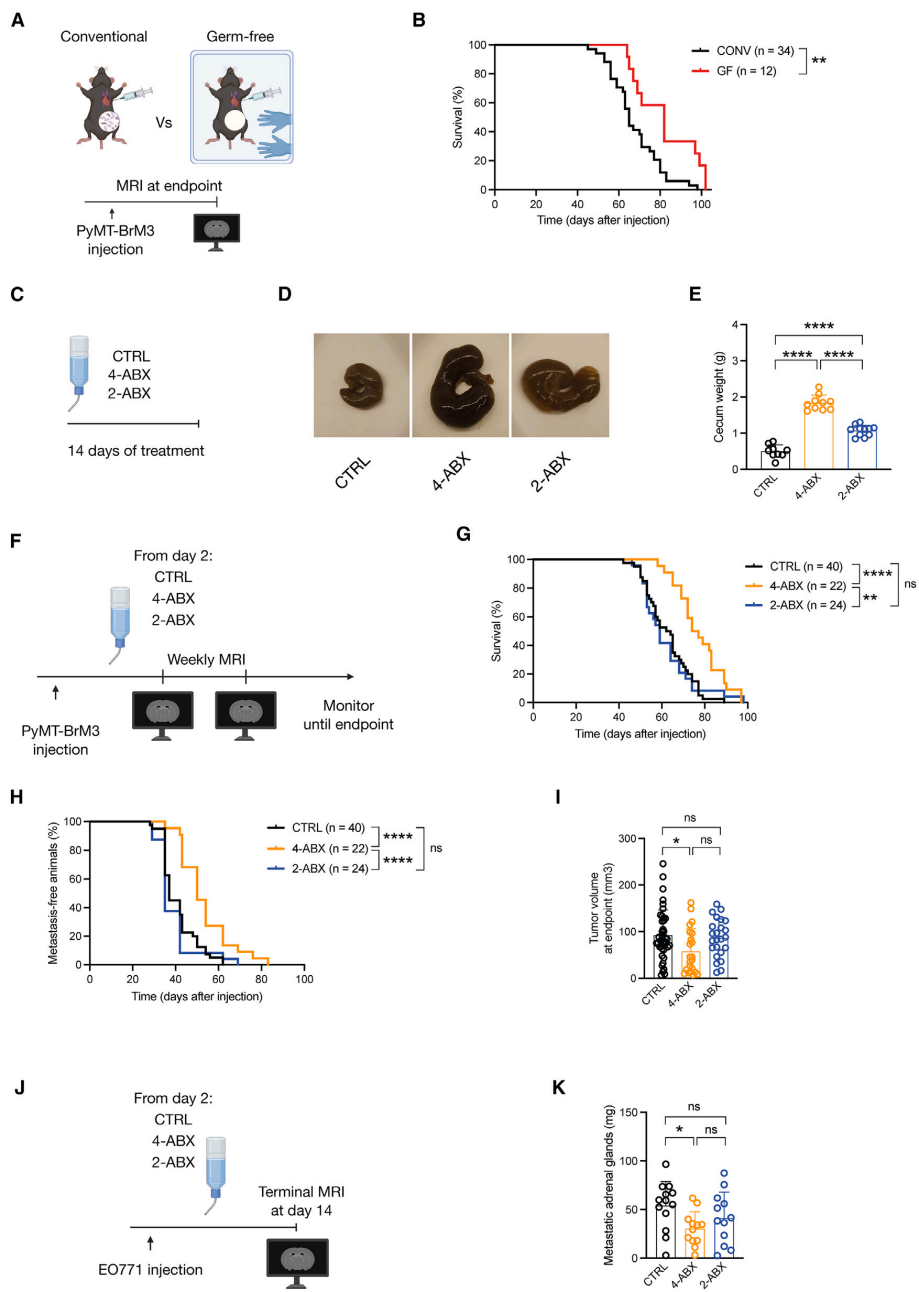
Bacterial microbiome manipulation delays breast metastasis (A) Experimental schematic for the investigation of the microbiome in preclinical breast-BrM models. Immunocompetent mice were housed in either conventional (CONV) or germ-free (GF) conditions and intracardially injected with PyMT-BrM3 cells. Mice were monitored throughout, and sacrificed at the experimental endpoint, after a single MRI was performed to assess BrM outgrowth. (B) Kaplan-Meier curves showing the overall survival of mice in CONV and GF conditions. *n* = 34 for CONV, *n* = 12 for GF; sum of three independent experiments. (C) Experimental schematic for the collection of cecum samples from healthy mice treated with antibiotics. Mice received either 4-ABX, 2-ABX, or control treatments in the drinking water for 14 days. (D) Representative images of ceca following CTRL, 4-ABX, or 2-ABX administration to healthy mice for 14 days. (E) Analysis of cecum weight following CTRL, 4-ABX, or 2-ABX administration to healthy mice for 14 days *n* = 9 for CTRL, *n* = 10 for 4-ABX, *n* = 11 for 2-ABX. (F) Experimental schematic for antibiotic administration in breast-BrM. Mice were intracardially injected with PyMT-BrM3 cells and 2 days later received either 4-ABX, 2-ABX, or control treatments in the drinking water, which was maintained until the end of the experiment. Mice were monitored by regular MRI to assess BrM outgrowth. (G and H) Kaplan-Meier curves showing (G) the overall survival and (H) the BrM onset of CTRL, 4-ABX-treated, and 2-ABX-treated mice, *n* = 40 for CTRL, *n* = 22 for 4-ABX, *n* = 24 for 2-ABX; sum of three independent experiments. (I) Tumor volume at the endpoint of mice in the CTRL, 4-ABX, or 2-ABX groups. For (G, H, and I), *n* = 40 for CTRL, *n* = 22 for 4-ABX, and *n* = 24 for 2-ABX; sum of three independent experiments. (J) Experimental schematic for the antibiotic administration in the EO771 model. Immunocompetent mice were intracardially injected with EO771 cells, and 2 days later either 4-ABX, 2-ABX, or control treatments were administered in the drinking water and maintained until the end of the experiment. Mice were sacrificed 14 days after the cancer cell injection and imaged by MRI at the endpoint to assess BrM outgrowth. (K) Metastatic adrenal gland weight at the endpoint in the EO771 model treated with CTRL, 4-ABX, or 2-ABX. Each data point represents the sum of two adrenal glands from a single mouse. *n* = 13 for CTRL, *n* = 12 for 4-ABX, *n* = 12 for 2-ABX; single experiment. Statistical analysis in (B, G, H) was performed using the Mantel-Cox log rank test. Statistical analysis in (E and I) was performed using one-way ANOVA. Statistical analysis in (K) was performed using Kruskal-Wallis test. Data are represented as mean ± SD. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗∗*p* < 0.0001; ns: non-significant.

We next performed a complementary series of experiments to deplete bacteria, via the administration of antibiotics in the drinking water to conventionally housed mice, utilizing the same breast-BrM model. Mice received either a broad-spectrum antibiotic mix (4-ABX: Ampicillin, Metronidazole, Neomycin, Vancomycin) commonly used to deplete the bacterial microbiome in pre-clinical studies^20^ or a more selective antibiotic mix (2-ABX: Bacitracin, Neomycin), which has been reported to not be absorbed by the gut,^21^ in the drinking water or control (CTRL) (2% sucrose for all groups). We first evaluated the effect of the two different antibiotic cocktails by treating healthy, non-tumor-bearing mice over a 14-day period (Figure 1C). Both the 4-ABX and 2-ABX groups exhibited increased cecum weight compared to CTRL, with the most pronounced effect observed in the 4-ABX group (Figures 1D and 1E), indicative of the induction of gut dysbiosis following antibiotic administration.^22^

We subsequently initiated the breast-BrM model in independent cohorts by intracardially injecting mice with the PyMT-BrM3 cancer cell line, and antibiotic treatment was started 2 days later, continuing until the trial endpoint, incorporating weekly MRI of the mice (Figures 1F and S1C). We designed this experiment with the goal of mimicking a potential translational setting in which antibiotics are administered orally at the time when cancer cells may be extravasating in the brain, as observed in our previous publication.^23^ Notably, an increase in survival was observed only in mice treated with the 4-ABX cocktail but not with the 2-ABX (Figure 1G). The 4-ABX data thus phenocopy the results obtained in the GF setting (Figure 1B). To determine whether the prolonged survival following antibiotic administration was the consequence of either altered metastatic seeding or tumor outgrowth in the brain, we assessed BrM onset, defined as the first day of BrM detection by MRI. We then classified BrM progression as the difference in time between BrM onset and the disease endpoint. Interestingly, mice treated with the 4-ABX cocktail exhibited delayed BrM onset, whereas no difference was detected in mice treated with the 2-ABX cocktail compared to controls (Figure 1H). No significant differences were observed in BrM progression (Figure S1D), nor in the number of BrM lesions (Figure S1E), in either treatment group compared to controls. By contrast, we observed a significant overall reduction in tumor volume at the endpoint in the 4-ABX group (Figure 1I). We also investigated the immune cell landscape of established BrM lesions, finding no difference in the relative abundance of the major immune cell populations infiltrating the tumor (Figure S1F). These results are consistent with our conclusion that bacterial microbiome manipulation impacts BrM onset uniquely and not the subsequent tumor outgrowth.

To extend these findings, we evaluated an additional breast-BrM model by intracardially injecting the EO771 breast cancer cell line in mice and administering antibiotics starting 2 days later until the endpoint. Mice were sacrificed 14 days after cancer cell injection due to weight loss, and a terminal MRI was performed to assess BrM outgrowth (Figure 1J). We observed a trend toward reduced BrM penetrance in mice treated with 4-ABX compared to controls but not for the 2-ABX group (Figure S1G). Additionally, we evaluated the mass of metastatic adrenal glands and ovaries, which represent the two major extracranial metastatic sites in the EO771 model. We observed a significant reduction in the mass of metastatic adrenal glands after 4-ABX administration, but not 2-ABX treatment (Figure 1K), and no differences in the mass of metastatic ovaries following either ABX treatment group (Figure S1H). In sum, our results from the GF and ABX experiments together indicate that the gut microbiome can modulate the initial steps of breast metastasis establishment in the brain, as well as the adrenal glands.

### Evaluation of the gut microbiome following antibiotic administration and at breast-BrM endpoint

Given the impact of the gut microbiome on BrM initiation shown above (Figure 1H), we next investigated how the gut-to-brain axis might be altered in the PyMT-BrM3 model. We thus evaluated the impact of both antibiotic regimens and BrM outgrowth on bacterial composition in the gut. 

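Healthy CTRL mice (n = 11) drank water with 2% sucrose alone. The water of the 4-ABX mice (n = 10) also held ampicillin, neomycin and metronidazole at 1 g/l each and vancomycin at 0.5 g/l, and that of the 2-ABX mice (n = 10) held neomycin and bacitracin at 1 g/l each. Feces were taken directly from the rectum of single mice, and the V3-V4 region of the 16S rRNA gene was amplified and sequenced on a MiSeq. The authors processed the reads with DADA2, removed contaminants with decontam at a threshold of 0.5 against an environmental control, removed the control samples and rarefied the table. They deposited counts of reads per operational taxonomic unit (OTU) and mouse, with a taxonomic name for each OTU. After the rarefaction every mouse of the 3 groups had a total of 4932 reads, so the range and the median of the depth were the same in each group. The number of OTUs with a read had a median of 544 per mouse in CTRL (range 461 to 615), 315 under 4-ABX (229 to 455) and 361 under 2-ABX (325 to 402). OTUs of 1 genus, *Escherichia-Shigella*, numbered 24 to 314 per mouse under 4-ABX and 29 to 42 under 2-ABX, so OTU counts include variation within a genus. Reads of OTUs with the same genus-level name were added up and divided by the mouse's total to give relative abundances. Names such as Lachnospiraceae_unknown, which stand for OTUs without a genus name of their own, were counted as genera. Of the 81 genus-level names 16 were of this kind, 9 after a family and 7 after an order or class, among them Chloroplast_unknown (plastid DNA) with 61 reads, all in 4-ABX replicate 56. A plant sequence with 25 reads in 4-ABX replicate 55 had no genus-level name and was left out. A count of 0 in a mouse allows a share of up to 0.0608% (3 reads of the total). PCR reads without molecular identifiers are not independent molecules, so such limits and confidence intervals of a share cover counting error only. Low counts were rare: of 674 genus values above 0, 23 were of 1 to 9 reads. There were 45 of 10 to 19 reads and 67 of 20 to 29. Whether low counts were lost before the deposit was not tested. If they were, a 0 could stand for more than 3 reads, and the bounds on fold changes would be too strong. A genus was tested when at least 10% of the compared mice had a read of it. The paper names the Kruskal-Wallis test and the Holm adjustment for the comparison of the 3 groups. Its text names no prevalence filter, no distance for the beta diversity and no cage, litter or sequencing batch, so no batch could be taken into account.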

Fecal samples were collected from healthy mice treated with either of the two antibiotic formulations (4-ABX, 2-ABX) or controls for 14 days, and the bacterial microbiome composition was assessed by 16S rRNA gene sequencing (Figure 2A) (Table S1). As expected, we observed a pronounced difference in the overall gut bacteria community in mice treated with the two antibiotic cocktails compared to controls, as measured by beta diversity (Figure 2B). Specifically, 4-ABX administration led to a significant reduction in major commensal gut bacteria (Figure 2C). 

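Among the 31 mice, the treatment accounted for an R² of 0.736 in adonis2 on Bray-Curtis distances between genus relative abundances (permutation test, p = 0.0001, the smallest p that the permutations can give). In the comparisons of pairs of groups, R² was 0.652 between 4-ABX and CTRL, 0.645 between 2-ABX and CTRL and 0.742 between 4-ABX and 2-ABX, each with a Holm-adjusted permutation p of 0.0003. The mean Bray-Curtis distance was 0.940 between 4-ABX and CTRL mice, 0.719 between 2-ABX and CTRL mice and 0.800 between 4-ABX and 2-ABX mice. Within groups it was 0.445 in CTRL, 0.272 under 4-ABX and 0.145 under 2-ABX, so each distance between groups was larger than those within. The spread around the group centers also differed among the 3 groups (permutation test of betadisper, p = 0.0024), and adonis2 responds to unequal spread as well as to a shift. The first principal coordinates held 51.9% and 30.9% of the variation. The distance that moved R² the most was the Aitchison distance, with an R² of 0.519 and p = 0.0001. With each mouse left out in turn, R² stayed between 0.725 and 0.824, and the highest value was the one without 4-ABX replicate 56.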

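Of the 47 genera tested between 4-ABX and CTRL, 15 had a Holm-adjusted p under 0.05 in a two-sided permutation test of the Mann-Whitney statistic (100000 permutations), of which 3 were higher and 12 lower under 4-ABX. The genus with the highest mean in CTRL, *Dubosiella*, made up 14.5% ± 3.76 (SD, n = 11) of the reads in CTRL and 3.42% ± 10.8 (SD, n = 10) under 4-ABX, where 1 of 10 mice, replicate 56, had reads of it. Its log2 fold change was -2.08 with a Holm-adjusted p of 0.0331. Without replicate 56 the remaining 4-ABX mice had no read, and the log2 fold change was at most -7.90. *Bacteroides* made up 12.8% ± 8.92 in CTRL and 0.175% ± 0.487 under 4-ABX, where 2 of 10 mice had reads, a log2 fold change of -6.19 (Holm-adjusted p = 0.00047). Without 4-ABX replicate 55, which had 76 of its 86 reads, the log2 fold change was -9.15 with the mice without a read counted as 0. Each such mouse may hold a share of up to 0.0608%, so the size of this value is not resolved. The permutation p of *Bacteroides* before adjustment, 1e-05, is the smallest that the permutations can give. Muribaculaceae_unknown made up 7.35% ± 4.05 in CTRL and had no read in the 4-ABX mice, so that it was at least 121-fold lower (Holm-adjusted p = 0.00047). Lachnospiraceae_unknown made up 5.68% ± 5.55 in CTRL, where 8 of 11 mice had reads, and had no read under 4-ABX (at least 93.3-fold lower, Holm-adjusted p = 0.0376). *Escherichia-Shigella* rose from 0.105% ± 0.183 of the reads in CTRL to 83.7% ± 29.2 under 4-ABX, a log2 fold change of 9.64 (Holm-adjusted p = 0.00047), and was higher in every 4-ABX mouse than in every CTRL mouse. In 4-ABX replicate 56 it made up 3.75% of the reads (95% Wilson confidence interval 3.26 to 4.32). *Akkermansia* made up 5.43% ± 5.65 in CTRL and 1.61% ± 2.71 under 4-ABX (Holm-adjusted p = 1).

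**Figure D1:**
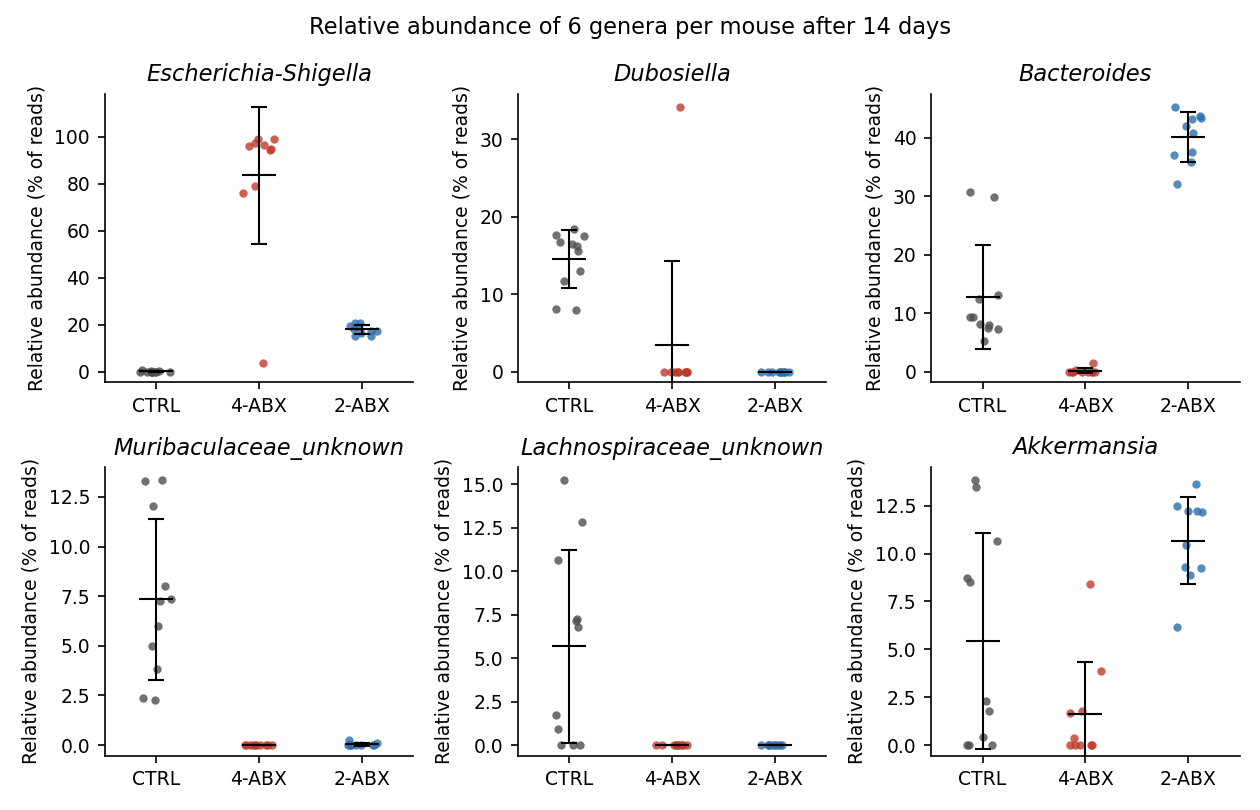
Relative abundance (percent of reads, vertical axes) of 6 genera in CTRL (n = 11), 4-ABX (n = 10) and 2-ABX mice (n = 10). Points are mice, and bars are the mean ± SD, not drawn below 0. *Escherichia-Shigella* made up a mean of 83.7% of the reads under 4-ABX, with replicate 56 far below at 3.75%.

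Relative abundances add up to the same total in every mouse, so a rise of 1 genus lowers the share of the others. With centered log-ratio (CLR) values in place of relative abundances, 11 genera passed, 4 higher and 7 lower, and 10 of them were among the 15. On this scale the center, the mean log2 count over all genera, was shifted by -1.87 under 4-ABX relative to CTRL. Apart from fits that left out a mouse, the alternative that moved the count of genera the most by ratio was the test without a prevalence filter, with 8 of 74 genera (1 higher, 7 lower). The Benjamini-Hochberg adjustment gave 25 genera (3 higher, 22 lower). With each mouse left out in turn the count fell to between 7 and 12. The lowest count was reached without CTRL replicate 62, without 4-ABX replicate 55 and without 4-ABX replicate 59. Leaving out 1 mouse also lowers the number of mice the filter asks for from 3 to 2, so that 53 to 58 genera were tested. In these 21 fits, *Dubosiella* lost its place past the threshold in 14 (Holm-adjusted p up to 0.0815, without 4-ABX replicate 55) and Lachnospiraceae_unknown in 18 (Holm-adjusted p up to 0.138, without CTRL replicate 61 or 62). *Bacteroides*, Muribaculaceae_unknown and *Escherichia-Shigella* stayed past it in all 21. Among the other alternatives, *Bacteroides* did not pass in edgeR with TMM normalization (log2 fold change -4.22, Holm-adjusted p = 0.169, range over the alternatives 0.000157 to 0.169). *Dubosiella* did not pass in edgeR with or without TMM, in DESeq2 and without a prevalence filter (range of the adjusted p 0.00352 to 1). Lachnospiraceae_unknown did not pass on CLR values and without a prevalence filter (range of the adjusted p 1.3e-10 to 1). The paper reads the reduction in major commensals from the relative abundances of the genera in the heatmap of Fig. 2C.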

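Between 2-ABX and CTRL, 16 of 43 genera had a Holm-adjusted p under 0.05 (permutation test of the Mann-Whitney statistic, two-sided), 6 higher and 10 lower under 2-ABX. *Dubosiella*, Lachnospiraceae_unknown and *Faecalibaculum* had no read in the 2-ABX mice. *Dubosiella* was at least 238-fold lower than in CTRL (Holm-adjusted p = 0.00043) and Lachnospiraceae_unknown at least 93.4-fold lower (Holm-adjusted p = 0.0319). Lachnospiraceae_unknown was not past the threshold in 18 of the 21 fits that each left out 1 mouse, with a Holm-adjusted p of up to 0.122 (without CTRL replicate 61 or 62). It did not pass on CLR values or without a prevalence filter either. *Faecalibaculum* did not pass (at least 62.9-fold lower, Holm-adjusted p = 0.287), but it did with the Benjamini-Hochberg adjustment, in edgeR with or without TMM and in DESeq2 (range of the adjusted p over the alternatives 0.0011 to 1). Muribaculaceae_unknown fell to 0.0365% ± 0.0821 (SD, n = 10), with reads in 2 of 10 mice. Its log2 fold change was -7.65 (Holm-adjusted p = 0.00043), or -9.09 without 2-ABX replicate 86, with the mice without a read counted as 0. Each such mouse may hold a share of up to 0.0608%, so the size of both values is not resolved. *Bacteroides* made up 40.1% ± 4.26 of the reads (log2 fold change 1.65, Holm-adjusted p = 0.00043) and *Escherichia-Shigella* 17.9% ± 2.09 (log2 fold change 7.42, Holm-adjusted p = 0.00043). *Akkermansia* made up 10.7% ± 2.28, which did not pass on relative abundances (log2 fold change 0.98, Holm-adjusted p = 0.581). On the CLR scale it passed with a value of 5.10 and a Holm-adjusted p of 0.00132, and over its 9 alternatives the adjusted p ran from 0.00132 to 1. The CLR center of the 2-ABX mice was shifted by -1.83 (log2) from that of CTRL, and on this scale 13 genera passed, 8 higher and 5 lower. edgeR with TMM normalization moved the count the most, to 35 genera, 3 higher and 32 lower.
The permutation tests called 11 genera in both antibiotic comparisons, of which 8 were lower under both cocktails, 1 was higher under both and 2 went opposite ways. In the direct test of 4-ABX against 2-ABX over 22 genera, *Bacteroides* was lower under 4-ABX with a log2 fold change of -7.84 (Holm-adjusted permutation p = 0.00022). *Akkermansia* was also lower under 4-ABX, with a log2 fold change of -2.73, and *Escherichia-Shigella* was higher, with a log2 fold change of 2.22 (Holm-adjusted p = 0.0222).
A mouse had reads of 29.7 ± 5.95 genera (SD, n = 11) in CTRL, 7.70 ± 6.33 (SD, n = 10) under 4-ABX and 9.40 ± 0.966 (SD, n = 10) under 2-ABX. The difference in means from CTRL was -22.0 genera under 4-ABX and -20.3 under 2-ABX (two-sided permutation tests, Holm-adjusted p = 6e-05 and 3e-05). The difference of -1.7 genera between 4-ABX and 2-ABX was within the spread between mice (p = 0.487). It rested on 4-ABX replicate 56, which had 23 genera, and without this mouse the difference was -3.4 genera (Holm-adjusted p = 0.0107). Over all fits that left out 1 mouse, the Holm-adjusted p of this difference ran from 0.0107 to 0.64. The Shannon index of genus counts (natural logarithm) was 2.76 ± 0.266 in CTRL, 0.541 ± 0.716 under 4-ABX and 1.78 ± 0.0930 under 2-ABX. The Kruskal-Wallis H over the 3 groups was 23.6 (permutation p = 1e-05, the smallest p that 100000 permutations can give). The difference in mean Shannon index was -2.22 for 4-ABX minus CTRL and -0.978 for 2-ABX minus CTRL (both Holm-adjusted permutation p = 6e-05), and -1.24 for 4-ABX minus 2-ABX (Holm-adjusted p = 0.00012).

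**Figure D2:**
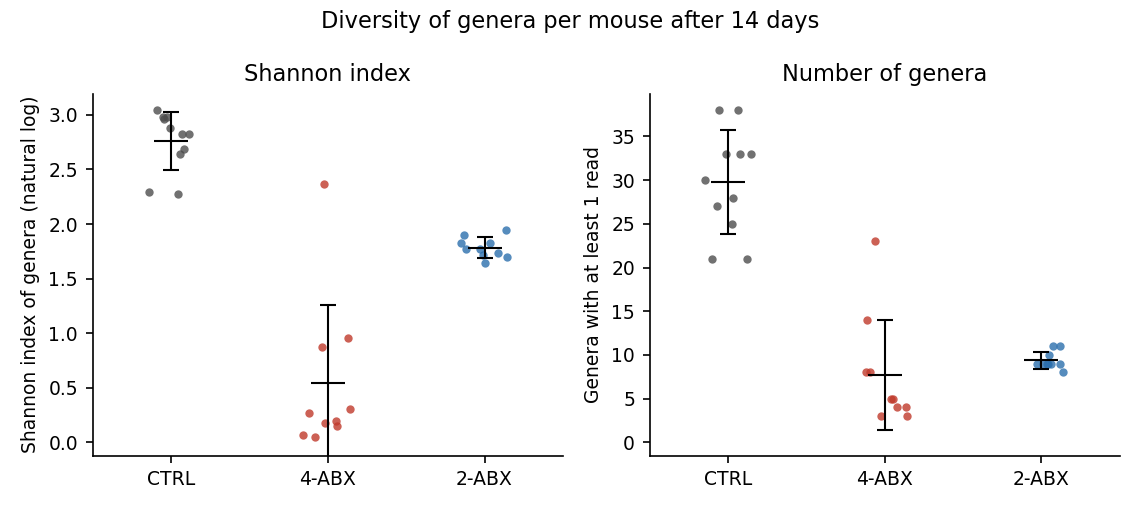
Shannon index of genus counts (natural logarithm) and number of genera with a read per mouse in CTRL (n = 11), 4-ABX (n = 10) and 2-ABX mice (n = 10). Points are mice, and bars are the mean ± SD, not drawn below 0. The mean index was 0.541 under 4-ABX and 1.78 under 2-ABX, while the mean numbers of genera, 7.70 and 9.40, lay closer together.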

In fecal samples from the 2-ABX group, we noted a significant reduction in the abundance of gut bacterial taxa, though to a lesser extent by comparison to the 4-ABX treatment group (Figure 2C), as also indicated by the Shannon diversity index (Figure S2A). This is consistent with the intermediate increase in cecum weight in the 2-ABX group compared with the CTRL and 4-ABX cohorts (Figure 1E).

**Figure 2:**
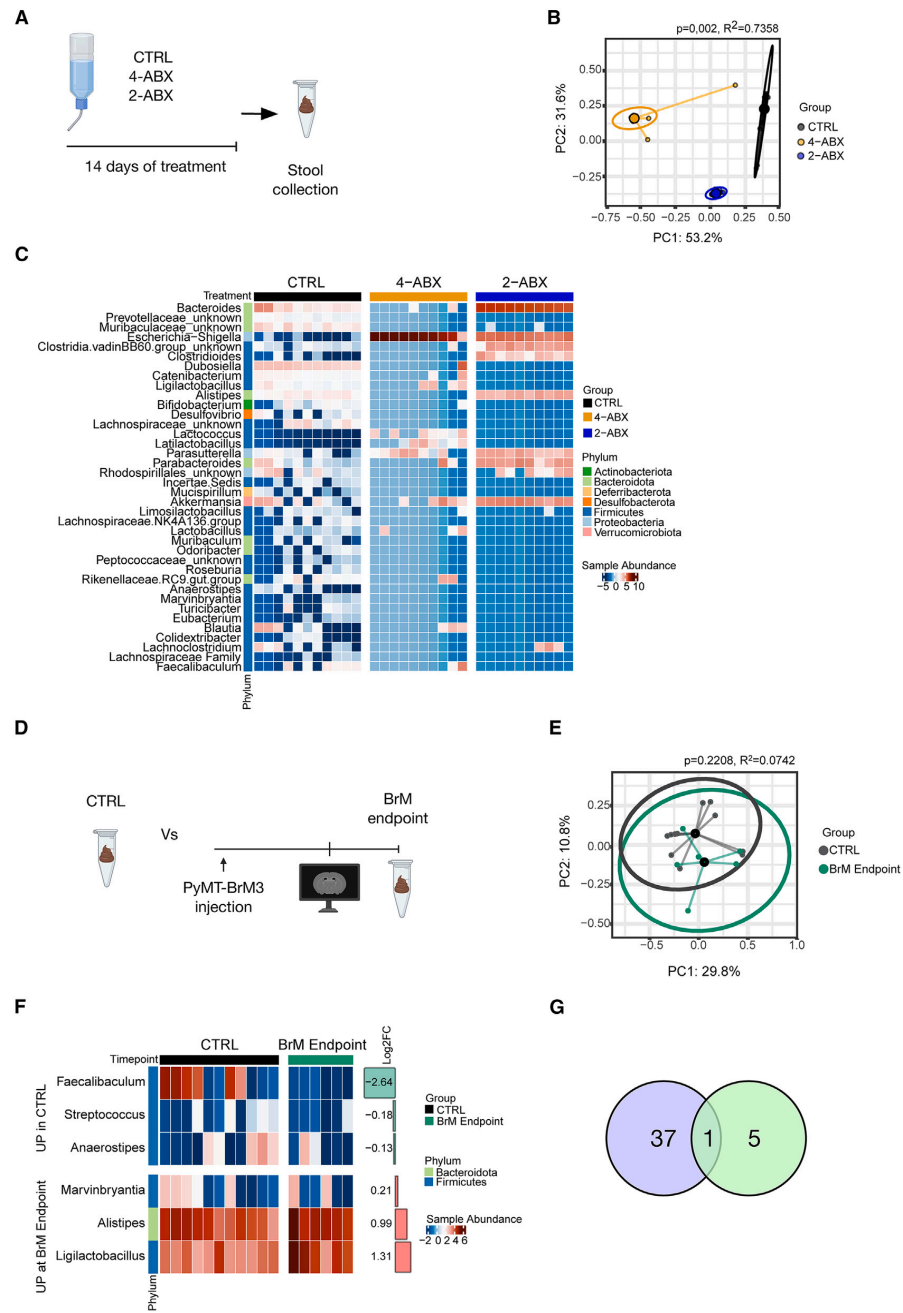
Gut bacteria composition is impacted by antibiotics and at the BrM endpoint (A) Experimental schematic for the collection of feces following administration of CTRL, 4-ABX, or 2-ABX to healthy mice for 14 days via the drinking water. (B) Beta-diversity analysis of gut bacterial composition in healthy mice treated with either CTRL, 4-ABX, or 2-ABX, assessed at the bacterial genus level. (C) Heatmap showing relative abundance of gut bacteria at the genus level following CTRL, 4-ABX, or 2-ABX administration to healthy mice for 14 days. Only genera with q < 0.05 are displayed. Sample sizes in (B, C), *n* = 11 for CTRL, *n* = 10 for both 4-ABX and 2-ABX groups. (D) Experimental schematic for feces collection from healthy CTRL and BrM-endpoint mice. (E) Beta-diversity analysis of gut bacterial composition from CTRL and BrM-endpoint mice at the bacterial genus level. (F) Heatmap showing relative abundance of gut bacteria at the genus level in CTRL vs. BrM-endpoint mice. Only genera with q < 0.05 are shown. For (E, F), *n* = 11 for CTRL; *n* = 6 for BrM endpoint. (G) Venn diagram showing numbers of differentially abundant bacterial genera after 2-ABX and 4-ABX treatments (blue circle) and at BrM-endpoint (green circle). In the intersected area is included the genus *Alistipes*. Statistical analysis for (B and E) was performed using Adonis2 test. Statistical analysis in (C) was performed using the Kruskal-Wallis test, and analysis in (F) was performed using the Analysis of Compositions of Microbiomes with Bias Correction (ANCOM-BC).

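In the Kruskal-Wallis test of genus relative abundances among CTRL, 4-ABX and 2-ABX, with p-values from 100000 permutations of the group labels, 29 of 44 genera had a Holm-adjusted p under 0.05. All 29 are among the names shown in Fig. 2C. Of the 29 genera, 20 were also called in the permutation test of 4-ABX or of 2-ABX against CTRL, and 9 in neither. By ratio, CLR values moved the count the most, to 17 genera, all among the 29, and the Benjamini-Hochberg adjustment gave 42. With each of the 31 mice left out in turn, between 23 and 29 genera passed.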

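The BrM endpoint group consisted of 6 C57BL/6J mice that had been injected in the left cardiac ventricle with PyMT-BrM3 cells, a brain-homing line derived from a mouse breast cancer model, and had drunk water with 2% sucrose and no antibiotics. The 11 CTRL mice were the ones of the antibiotic experiment. The fecal DNA was handled and the reads were counted as in that experiment, and each of the 6 BrM endpoint mice also had a total of 4932 reads after the authors' rarefaction. The number of OTUs with a read had a median of 493 per BrM endpoint mouse (range 430 to 576). The replicate numbers of the BrM endpoint mice run from 16 to 39 and those of the CTRL mice from 61 to 75. The paper's text names no cage, litter or sequencing batch for either group, so a batch that follows the groups and the BrM endpoint cannot be told apart. With 6 mice against 11, single measures were compared with exact permutation tests over all splits of the 17 mice. Genera were compared with edgeR's quasi-likelihood test on genus counts with TMM normalization and Holm adjustment, over the 60 genera that at least 10% of the 17 mice had. The paper used ANCOM-BC for this comparison. ANCOM-BC written anew from its published algorithm, with 1 count added to every value, was run as an alternative.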

Concurrently, using 16S rRNA gene sequencing, we compared the gut microbiome composition between healthy control mice (same group as analyzed in Figures 2A–2C) and BrM-bearing mice at endpoint (Figure 2D) (Table S1). Interestingly, we observed an overall similar gut bacterial microbiome composition in both groups, healthy control versus BrM-endpoint (CTRL group) (Figures 2E and S2B), indicating a modest impact of PyMT-BrM3-derived breast-BrM outgrowth on the gut bacterial microbiome. Nonetheless, significant differences in the abundance of six specific genera were evident (Figure 2F). 

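The group, CTRL or BrM endpoint, accounted for an R² of 0.10 in adonis2 on Bray-Curtis distances between genus relative abundances of the 17 mice (permutation test, p = 0.148). The mean distance between a BrM endpoint and a CTRL mouse was 0.481, against 0.445 between CTRL mice and 0.470 between BrM endpoint mice. The spread around the group centers did not differ detectably (permutation test of betadisper, p = 0.942). Over the 6 alternative distances and taxonomic levels R² ran from 0.0493 to 0.103, with permutation p-values from 0.148 to 0.539. The lowest R² was the one of the Jaccard distance on presence and absence. With OTUs in place of genera, R² was 0.0742 (permutation p = 0.220). With each mouse left out in turn R² stayed between 0.0792 and 0.131. The Shannon index of genus counts was 2.75 ± 0.335 (SD, n = 6) at the BrM endpoint, and its difference in means from CTRL was -0.0146 (exact permutation test, two-sided, p = 0.919). This difference changed sign in 7 of the 17 fits that each left out 1 mouse, where it ran from -0.0901 without BrM endpoint replicate 39 to 0.0511 without BrM endpoint replicate 19. BrM endpoint mice had reads of 29.3 ± 5.54 genera (SD, n = 6), a difference of -0.394 genera from CTRL (exact permutation test, p = 0.896). From the similar composition of both groups, the paper concludes that the outgrowth of BrM had a modest impact on the gut bacterial microbiome.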

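In edgeR's quasi-likelihood test, 0 of 60 genera had a Holm-adjusted p under 0.05 between BrM endpoint and CTRL mice, and 12 had an unadjusted p under 0.05. The 6 genera of Fig. 2F had the following values. *Faecalibaculum* made up 3.82% ± 4.04 (SD, n = 11) of the reads in CTRL, where 6 of 11 mice had reads of it, and 0 of 6 BrM endpoint mice had a read. It was at least 62.9-fold lower (edgeR p = 0.00181, Holm-adjusted p = 0.109), and in the exact permutation test of the Mann-Whitney statistic it had p = 0.0605 (Holm-adjusted p = 1). The CTRL mice with reads were replicates 61 to 65 and 71. *Ligilactobacillus* made up 2.79% ± 0.741 in CTRL and 7.06% ± 4.21 (SD, n = 6) at the BrM endpoint, where 5 of 6 mice lay above the CTRL median. Its log2 fold change was 1.25 (standard error 0.411, edgeR p = 0.00637, Holm-adjusted p = 0.357), and the exact permutation test of the Mann-Whitney statistic gave p = 0.0109 (Holm-adjusted p = 0.644). *Alistipes* had a log2 fold change of 0.55 (standard error 0.418, edgeR p = 0.201, Holm-adjusted p = 1). *Streptococcus* was read in 5 of 11 CTRL mice and in BrM endpoint replicate 39 only, with a log2 fold change of -1.48 (standard error 1.93, edgeR p = 0.453), and the fitted value without that mouse was -5.63. *Anaerostipes* was read in 5 of 11 CTRL and 2 of 6 BrM endpoint mice, with a log2 fold change of -0.85 (standard error 2.01, edgeR p = 0.679), or -3.71 without BrM endpoint replicate 34. *Marvinbryantia* was read in 5 of 11 CTRL and 2 of 6 BrM endpoint mice, with a log2 fold change of 0.15 (standard error 1.90, edgeR p = 0.939). Its direction turned on CLR values (-0.42), in ANCOM-BC (-0.95), in the fit of all 4 groups and with both other prevalence filters of edgeR. It also turned without BrM endpoint replicate 20 or 38, with a value of -0.93 without replicate 38.

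**Figure D3:**
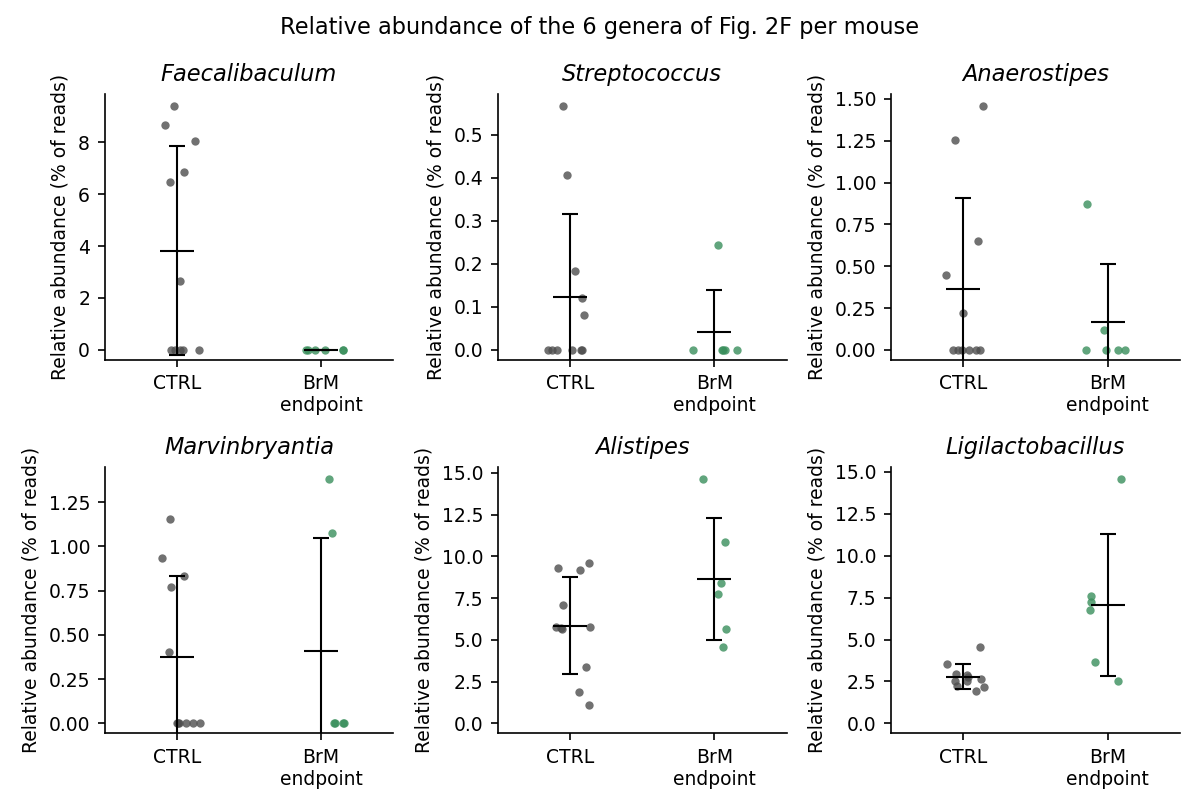
Relative abundance (percent of reads, vertical axes) of the 6 genera of Fig. 2F in CTRL (n = 11) and BrM endpoint mice (n = 6). Points are mice, and bars are the mean ± SD, not drawn below 0. *Faecalibaculum* was read in 6 of 11 CTRL and 0 of 6 BrM endpoint mice, and the points of both groups overlap for the other 5 genera.

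The number of genera called depended on the test. ANCOM-BC on the same 60 genera called 4, *Catenibacterium*, *Faecalibaculum*, *Dubosiella* and Atopobiaceae_unknown, all lower at the BrM endpoint. ANCOM-BC that also calls genera absent from 1 whole group moved the count the most, to 13 (4 higher, 9 lower). DESeq2 called 2 genera, *Ileibacterium* and *Faecalibaculum*, and the exact permutation test of the Mann-Whitney statistic called 0. An ANCOM-BC setting chosen after seeing the values, with genera in at least 30% of the mice, called 4 genera, *Alistipes*, *Faecalibaculum*, *Ligilactobacillus* and Prevotellaceae_unknown. When genera whose presence in 1 group had a lower confidence limit at or below 0 were called as well, also chosen after seeing the values, the count was 7, the 6 genera of Fig. 2F and Prevotellaceae_unknown. With each mouse left out in turn, edgeR called 0 genera in all 17 fits.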

We next sought to identify which bacterial population might potentially influence BrM initiation. To this end, we intersected the results of the two sequencing analyses (Figures 2C and 2F), which revealed *Alistipes* as the sole bacterial genus (Figure 2G) altered both at the BrM endpoint (enriched) and also by 4-ABX administration (depleted).

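*Alistipes* made up 5.86% ± 2.88 (SD, n = 11) of the reads in CTRL, with 55 to 474 reads per mouse, and had 0 reads in all 10 4-ABX mice. It was at least 96.3-fold lower under 4-ABX (log2 fold change at most -6.59, permutation test of the Mann-Whitney statistic, two-sided, Holm-adjusted p = 0.00088). Over its alternatives the adjusted p ran from 2.46e-06 to 0.00084, and the bound stayed between -6.70 and -6.49 with each mouse left out in turn. Under 2-ABX it made up 5.20% ± 1.97 (SD, n = 10), which did not differ from CTRL on relative abundances (log2 fold change -0.17, permutation p = 0.512, Holm-adjusted p = 1). On the CLR scale, whose center had shifted, the sign turned, with a difference of 1.80 (Holm-adjusted p = 0.00102, range over the alternatives 0.00102 to 0.77). The difference between 4-ABX and 2-ABX was itself past the threshold (log2 fold change at most -6.42, Holm-adjusted permutation p = 0.00022). At the BrM endpoint *Alistipes* made up 8.64% ± 3.67 (SD, n = 6), with 225 to 721 reads per mouse, and 4 of 6 mice lay above the CTRL median. The exact permutation test of the Mann-Whitney statistic gave p = 0.290 (two-sided), so the difference from CTRL was within the spread between mice. In edgeR its log2 fold change stayed between 0.51 and 0.83 with each mouse left out, and over the 11 alternatives that were not added later it ran from 0.17 to 0.73, none past the threshold. In a scan of ANCOM-BC over 13 prevalence filters, chosen after seeing the values, it ran from 0.17 to 1.71, and with only genera of their own name from -0.05 to 1.74. The Holm-adjusted p over all alternatives ran from 7.61e-07 to 1. On genera in at least 30% of the mice ANCOM-BC gave 1.43, and without its bias term a log2 fold change of 0.69 (p = 0.00695, Holm-adjusted p = 0.243).

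**Figure D4:**
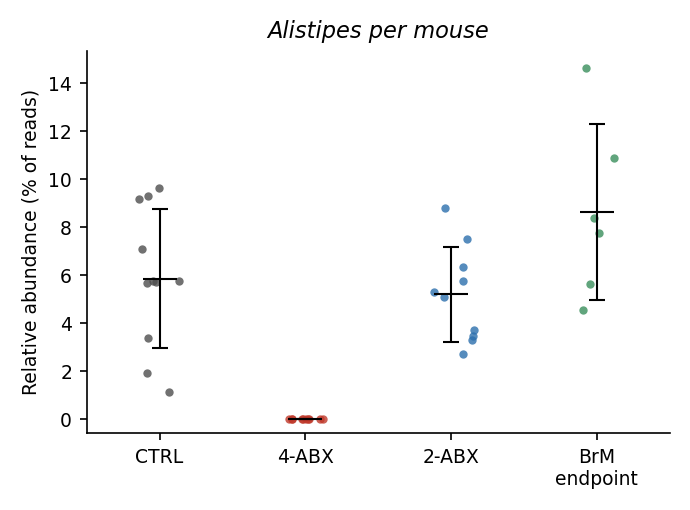
Relative abundance of *Alistipes* (percent of reads, vertical axis) in CTRL (n = 11), 4-ABX (n = 10), 2-ABX (n = 10) and BrM endpoint mice (n = 6). Points are mice, and bars are the mean ± SD. No 4-ABX mouse had a read, and the BrM endpoint mice (mean 8.64%) overlap with the CTRL mice (mean 5.86%).

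The other genera of Fig. 2F in the 4-ABX mice were as follows. *Ligilactobacillus* made up 0.783% ± 1.17 (SD, n = 10), with reads in 4 of 10 mice, a log2 fold change from CTRL of -1.84 and a Holm-adjusted permutation p of 0.0248. It was not past the threshold in 10 of the 21 fits that each left out 1 mouse, where the Holm-adjusted p ran from 0.00102, with a log2 fold change of -2.49 without 4-ABX replicate 56, to 0.0695. It did not pass on CLR values, in edgeR with or without TMM or in DESeq2 (range of the adjusted p over the alternatives 0.00306 to 1). *Faecalibaculum* did not pass (log2 fold change -1.10, Holm-adjusted permutation p = 1), and most of its reads under 4-ABX were in replicate 56, without which the log2 fold change was -5.68 (Holm-adjusted p = 0.756). *Anaerostipes*, *Marvinbryantia* and *Streptococcus* had no read under 4-ABX or 2-ABX, with a Holm-adjusted permutation p of 0.752 for each under 4-ABX and 0.581 for each under 2-ABX. In edgeR all 3 passed under 2-ABX with TMM normalization, and *Anaerostipes* and *Marvinbryantia* passed under both cocktails without it. With the Benjamini-Hochberg adjustment all 3 passed under 2-ABX. On CLR values *Streptococcus* changed direction, with 0.26 under 4-ABX and 0.22 under 2-ABX. *Ligilactobacillus* had no read under 2-ABX and was at least 45.9-fold lower (Holm-adjusted permutation p = 0.00043).
The list from the Kruskal-Wallis test among CTRL, 4-ABX and 2-ABX and the list of edgeR calls between CTRL and BrM endpoint shared 0 genera, because the second list was empty. With the 4 ANCOM-BC calls on genera in at least 10% of the mice as the second list, the lists shared 2 genera, *Catenibacterium* and *Dubosiella*. With the 7 calls of the setting chosen after seeing the values, they shared 3, *Alistipes*, *Ligilactobacillus* and Prevotellaceae_unknown. The shared counts ignore the direction of a change and the cocktail that made it. Prevotellaceae_unknown was at least 39.1-fold lower under 2-ABX too (Holm-adjusted permutation p = 0.00074), as was *Ligilactobacillus* at least 45.9-fold, while *Alistipes* was not past the threshold there. Both lists use the same CTRL mice, so the overlap was also counted in 100 simulated draws of an unchanged BrM endpoint group, each resampled from the CTRL mice and so without any difference between separate sets of mice. The second list then shared a mean of 0 genera with edgeR, 0.01 with ANCOM-BC at 10% and 1.92 with the setting that made 7 calls. The paper intersects the lists of Fig. 2C and Fig. 2F to find a bacterial population that might influence the initiation of BrM, and names *Alistipes* as depleted by 4-ABX and enriched at the BrM endpoint.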

### Evaluation of the circulating metabolites after antibiotic administration and in the breast-BrM endpoint

We next investigated the systemic impact of the different antibiotic formulations and BrM outgrowth, aiming to identify potential connections between alterations in the gut bacterial microbiome and delayed BrM onset. We focused on circulating metabolites, functional molecules that are produced and processed by gut bacteria that can impact cancer, specifically polar metabolites and bile acids.^24^ We collected plasma from healthy non-tumor-bearing animals treated for 14 days with either 4-ABX, 2-ABX, or CTRL (Figure 3A) and performed a differential metabolite analysis. We first compiled a list of the metabolites altered by both antibiotic treatments (Table S2). Given the delayed BrM onset only in the 4-ABX treatment group and not in the 2-ABX group (Figure 1H), we then further refined our analysis to identify statistically different molecules altered specifically in the 4-ABX treatment group and not in the 2-ABX group compared to controls. This resulted in a subset of 28 molecules whose levels were either increased or depleted in the 4-ABX treatment group (Figure 3B).

**Figure 3:**
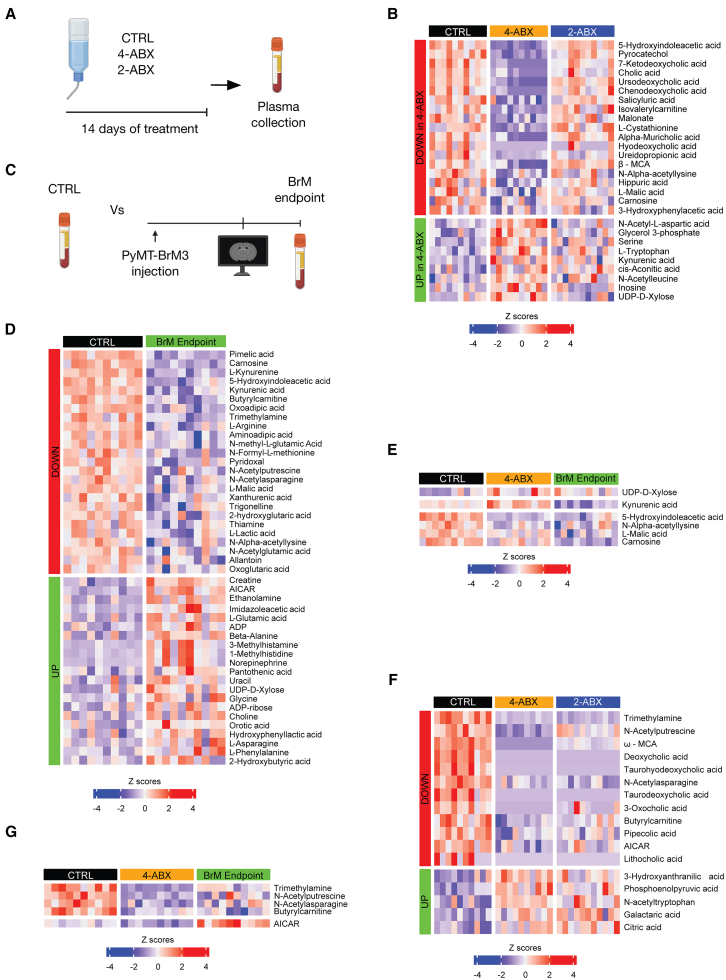
Abundance of circulating metabolites is impacted by antibiotics and at the BrM endpoint (A) Experimental schematic for plasma collection following CTRL, 4-ABX, or 2-ABX administration to healthy mice for 14 days in the drinking water. (B) Heatmap representation of plasma metabolites exhibiting differential abundance in CTRL vs. 4-ABX, but not in CTRL vs. 2-ABX as determined by an ANOVA test. *n* = 10 for both CTRL and 4-ABX groups; *n* = 11 for 2-ABX. (C) Experimental schematic for plasma collection from healthy CTRL and BrM-endpoint mice. (D) Heatmap showing plasma metabolites differentially abundant in CTRL vs. BrM endpoint. *n* = 10 for both CTRL and BrM endpoint cohorts. (E) Heatmap representation of plasma metabolites presented in Figure S3A. (F) Heatmap illustrating plasma metabolites exhibiting differential abundance in CTRL vs. 4-ABX and 2-ABX groups, as determined by an ANOVA test. *n* = 10 for both CTRL and 4-ABX groups; *n* = 11 for 2-ABX. (G) Heatmap representation of plasma metabolites shown in Figure S3B.

Concurrently, we also compared circulating metabolites from BrM-bearing mice (CTRL group) at endpoint versus healthy control mice (the same group as analyzed in Figures 3A and 3B) to investigate the systemic impact of metabolites caused by BrM (Figure 3C). Following normalization and statistical analysis, we identified a group of 46 molecules as differentially abundant at the BrM-endpoint compared to non-tumor-bearing control mice (Figure 3D). Intersection of the results of the two metabolomics analyses (Figures 3B and 3D) resulted in a list of six molecules (Figure S3A). Among these, kynurenic acid (KYNA) was the only metabolite that accumulated in the 4-ABX group and which was depleted conversely at the BrM endpoint in control mice (Figure 3E). KYNA, a metabolite derived from L-tryptophan, is known for its neuroprotective properties, exerting its effects by blocking N-methyl-D-aspartate (NMDAR) receptors.^25^ Given the regulation of KYNA by the bacterial microbiome and its described neuroprotective role, we hypothesized that KYNA may have a functional role in regulating BrM biology in our model. Additionally, we investigated circulating metabolites affected by both 4-ABX and 2-ABX treatments, detecting 12 molecules of lower abundance and 5 of higher abundance (Figure 3F). The intersection of this analysis with the list of metabolites altered in BrM-bearing mice at the endpoint (Figure 3D) resulted in a refined list of five molecules (Figure S3B), including trimethylamine (Figure 3G). Notably, the liver-processed metabolite trimethylamine n-oxide (TMAO) has been reported to regulate the immune response during primary breast cancer outgrowth.^26^ Thus, we focused on KYNA and TMAO as two metabolites potentially involved in BrM biology whose effects were previously described in neurobiology and breast cancer progression, respectively.

### KYNA is a metabolite partially involved in modulating brain metastasis seeding

To investigate whether these specific metabolites might regulate BrM seeding, we assessed the interaction between cancer cells and brain blood vessels using an *ex vivo* model, representing the initial step of metastasis colonization in the brain.^27^ Healthy mouse brain slices were generated and incubated with PyMT-BrM3-GFP-labeled cancer cells for 4 days in the presence of either KYNA or the vehicle control (Figure 4A). In the control group, we observed that cancer cells tightly covered CD31^+^ vessels (Figure 4B), consistent with observations from *in vivo* studies using intravital microscopy in a different BrM model^28^ and our own results from confocal microscopy analyses in this breast-BrM model.^23^ Intriguingly, KYNA treatment significantly reduced the cancer cell-blood vessel interaction (Figures 4B and 4C), resulting in vessel-independent cancer cell islets (Figure 4B). This may potentially explain the effect on BrM initiation *in vivo* (under 4-ABX treatment), by interfering with the BrM cell-vessel interaction, which represents a critical step in brain colonization by circulating cancer cells.^29^ Importantly, no difference in viability was found when KYNA was added to cancer cells alone *in vitro* (Figure 4D), indicating a specific role for KYNA in modulating the cancer cell-brain vessel interaction during BrM onset. Notably, the increased abundance of systemic KYNA by antibiotic administration, and its reduction at the BrM endpoint, is associated with differential abundance of the genus *Alistipes*, one of the bacterial taxonomies altered by antibiotic administration and at the BrM endpoint (Figure 2G). To evaluate the *in vivo* relevance of our finding regarding the effect of KYNA supplementation *ex vivo*, we performed an experiment administering KYNA in the drinking water of mice starting 2 weeks prior to cancer cell injection and continuing for the entire duration of the experiment until the endpoint (Figure 4E). We observed a trend, though not significant, in delaying BrM onset compared to controls (Figure 4F). We found no difference in terms of overall survival (Figure S4A), BrM progression (Figure S4B), BrM number (Figure S4C), and volume (Figure S4D), indicating only a partial phenocopy of the delayed BrM onset observed upon 4-ABX administration (Figure 1H), suggesting multiple additional factors contributing to the phenotype.

**Figure 4:**
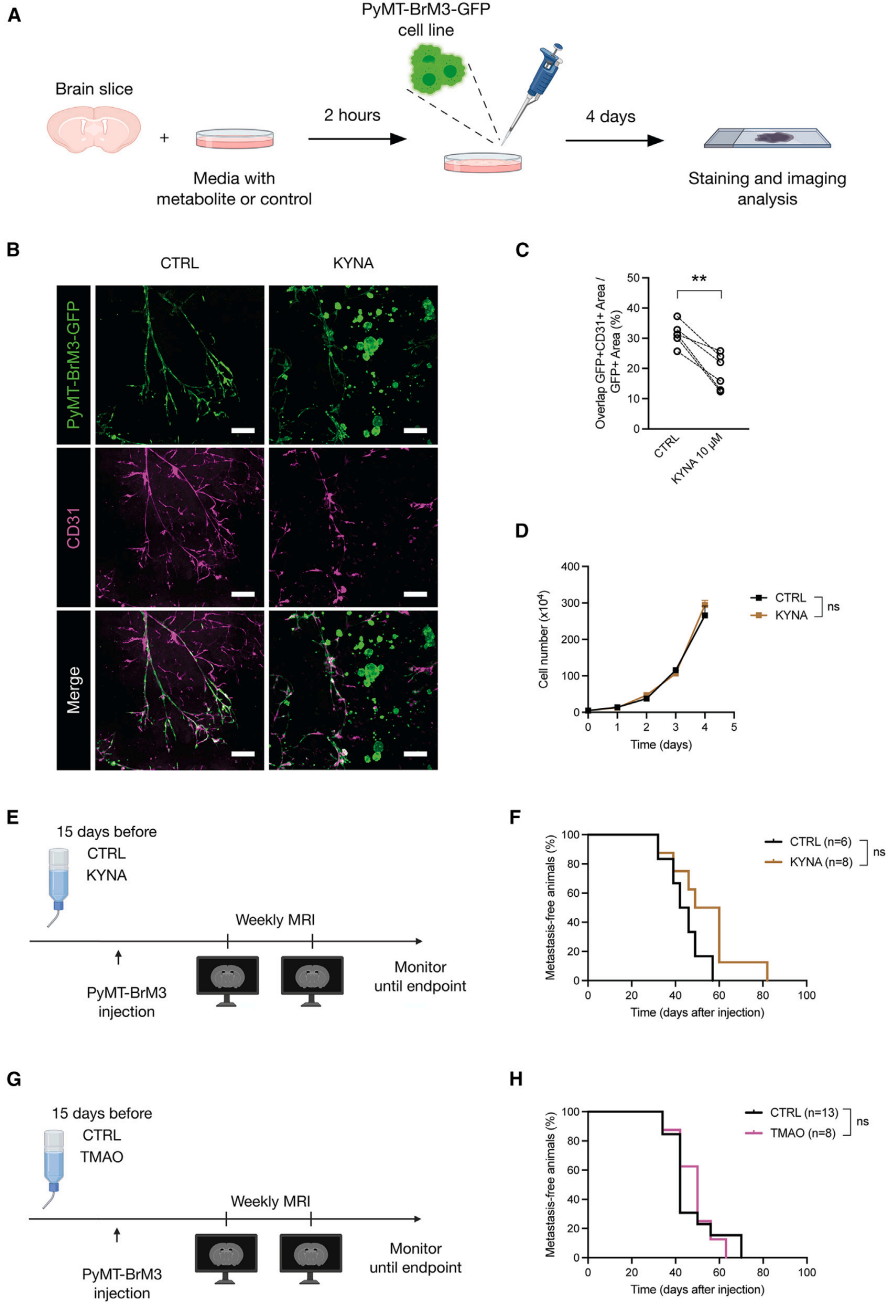
Kynurenic acid interferes with BrM cell-vessel interactions in *ex vivo* brain assays (A) Schematic representation of the brain slice co-culture experiment. Brain slices obtained from healthy mice were incubated for 2 h with kynurenic acid (KYNA) or vehicle (CTRL) before being co-cultured with PyMT-BrM3-GFP cells. Following a 4-day incubation period, slices were evaluated by immunofluorescence (IF) staining. (B) Representative IF images of PyMT-BrM3 cells (green) and CD31 (magenta) in brain slices that were incubated for 4 days with CTRL or KYNA. Scale bar: 200 μm. (C) Quantification of tissue area co-stained for both GFP and CD31 as a proportion of the total GFP+ area. *n* = 6 mice. Sum of two independent experiments. (D) Growth curve of PyMT-BrM3 cells *in vitro* incubated in the presence of KYNA or CTRL. *n* = 4 per time point. Experiment was repeated twice; sum of two independent experiments. (E) Experimental schematic for the KYNA administration in breast-BrM. Mice received KYNA or control treatments in the drinking water 15 days prior to intracardial injection of PyMT-BrM3 cells and were maintained on this treatment until the end of the experiment. Mice were monitored by regular MRI to assess BrM outgrowth. (F) Kaplan-Meier curves showing the BrM onset of CTRL and KYNA treated mice. *n* = 6 for CTRL, *n* = 8 for KYNA; single experiment. (G) Experimental schematic for the TMAO administration in breast-BrM. Mice received TMAO or control treatments in the drinking water 15 days prior to intracardial injection of PyMT-BrM3 cells and were maintained on this treatment until the end of the experiment. Mice were monitored by regular MRI to assess BrM outgrowth. (H) Kaplan-Meier curves showing the BrM onset of CTRL and TMAO treated mice. *n* = 13 for CTRL, *n* = 8 for TMAO; single experiment. Statistical analysis in (C) was performed using paired t test. Statistical analysis in (D) was performed using two-way ANOVA. Statistical analysis in (F and H) was performed using the Mantel-Cox log rank test. Data are represented as mean ± SD. ∗∗*p* < 0.01; ns: non-significant.

We therefore also explored the role of another differentially abundant metabolite, TMAO, using the cancer cell-brain slice co-culture system (Figure 4A). However, TMAO did not alter the cancer cell-vessel interaction (Figures S4E and S4F), in contrast to KYNA, nor did it impact cancer cell growth *in vitro* (Figure S4G). We also evaluated the *in vivo* effect of TMAO administration in the drinking water using a similar schedule for the KYNA experiment (Figure 4G). We observed no difference in terms of BrM onset (Figure 4H), overall survival (Figure S4H), BrM progression (Figure S4I), and BrM number (Figure S4J) between TMAO-treated and control mice. However, we did find an increase in BrM volume in the TMAO treatment group compared to control (Figure S4K) though without an evident effect on survival (Figure S4H).

Collectively, our data indicate the regulation of breast-BrM initiation by the bacterial microbiome *in vivo*. We explored how the gut-to-brain axis was impacted by both antibiotic administration and at the BrM endpoint, assessing the gut microbiome composition and circulating metabolite abundance. Finally, we tested the functional role of KYNA *ex vivo* and *in vivo* as a microbiome-regulated molecule, partially modulating breast-BrM seeding.

## Discussion

Polymorphic microbes have been recognized as an enabling characteristic among the prototypical hallmarks of cancer^10^ and also exert functional roles in the onset and progression of various CNS disorders.^9^ Recent data have highlighted the involvement of the gut-to-brain axis in primary brain tumors.^11^^,^^12^ We were thus motivated to explore the potential contribution of the gut microbiome in metastatic brain tumors. We investigated an *in vivo* breast-BrM model, either housed under GF conditions or administered antibiotics, and thereby uncovered an association between the absence of the bacterial genus *Alistipes* and delayed BrM initiation. Additionally, we identified KYNA as a systemic metabolite differentially regulated by either antibiotic administration (enriched) or at the BrM endpoint (depleted) and revealed a functional role for KYNA in impeding cancer cell-vessel interactions in an *ex vivo* model of BrM seeding.

The use of GF mice represents the gold standard for elucidating the role of the bacterial microbiome *in vivo.*^20^ Our study incorporates the use of this experimental approach to investigate the bacterial microbiome in brain tumors for the first time. Earlier studies had reported accelerated primary brain tumor growth in mice following antibiotic treatment,^15^^,^^16^ but GF experiments were not performed. Collectively, these studies and our data herein suggest a functional impact of the gut microbiota in differentially modulating brain tumor biology in a disease-specific manner. Understanding the mechanisms through which the gut bacterial microbiome influences primary brain tumor growth and extending our findings to additional BrM types will illuminate differences and potential commonalities between primary and metastatic brain tumors.

We initially identified KYNA as a molecule potentially linking BrM seeding with the bacterial microbiome. KYNA has been described as neuromodulator, and regulation of its levels in the brain is reported to be independent of the systemic circulation.^25^ Here, we found a correlation between KYNA modulation and *Alistipes* abundance in the gut, suggesting a potential involvement of this bacterial genus in KYNA regulation. Addition of KYNA in brain slice cultures significantly reduced the interactions between BrM cells and the vasculature. By evaluating exogenous KYNA supplementation *in vivo*, we found a trend toward delayed BrM onset, indicating only a partial involvement of this molecule in the brain metastatic cascade under these experimental conditions. This is also consistent with the challenge for KYNA to effectively cross the BBB,^25^ even in the context of BrM, where we have reported that the BBB permeability is altered.^30^ Further experiments would be of interest to design strategies to enhance KYNA delivery in the brain and to assess the combination of KYNA with other metabolites/molecules impacted by the bacterial microbiome as an approach to control BrM at the systemic level using orally administered non-cytotoxic agents.

In conclusion, investigating how the bacterial microbiome evolves and regulates primary and secondary tumors may facilitate the development of effective systemic treatments for brain tumors. This is especially important due to the challenges associated with drug delivery and the immunosuppressive environment in the brain, which often limit the efficacy of conventional therapeutical strategies.^6^ Collectively, our data indicate an important role of the gut-to-brain axis in breast-BrM initiation.

### Limitations of the study

There are some limitations to our study. Firstly, our investigation into the impact of BrM on the gut-brain axis was conducted using the PyMT-BrM3 breast-BrM model alone. This decision was driven by the presence of aggressive extracranial metastases in the EO771-BrM model, which could potentially introduce confounding factors in the evaluation of the gut microbiome and metabolites. Although we identified *Alistipes* as a bacterial genus exhibiting differential abundance in the gut following antibiotic administration and at the BrM endpoint, we did not explore its functional role *in vivo* in the breast-BrM model in the current study, and this will be important to investigate in the future. Our data indicate only a modest effect in the control of BrM onset by administration of the single metabolite KYNA in the drinking water. This result can be interpreted as not fully recapitulating the potential multifactorial effect exerted by different agents, including several metabolites, that are regulated by the bacterial microbiome in the modulation of BrM onset. It may also reflect the technical challenges with administering metabolites *in vivo* in a manner that long-term stability and delivery to the target organs is assured. In summary, although our study provides valuable insights into the interplay between the bacterial microbiome, circulating metabolites, and breast-BrM initiation, future studies will be important to evaluate the potential translational relevance.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to, and will be fulfilled by, the lead contact Prof. Johanna Joyce ().

### Materials availability

PyMT-BrM3 GFP cells were generated for this study, and they are available upon request to the lead contact.

### Data and code availability

• Data reported in this paper will be shared by the lead contact upon request. 16S-seq data are deposited at the following repository GEO: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE286123.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

We thank all members of the Joyce lab for insightful comments and discussion. We are grateful to the *in vivo* and germ-free facilities at the University of Lausanne and the CHUV Lausanne for their support for antibiotic treatments and germ-free experiments. This research was supported in part by the 10.13039/100014599Mark Foundation for Cancer Research ASPIRE award, 10.13039/100001006Breast Cancer Research Foundation, 10.13039/100006352Ludwig Institute for Cancer Research, and 10.13039/501100006390University of Lausanne (to J.A.J.). M.M. gratefully acknowledges support for his postdoctoral fellowship jointly awarded from the Italian Association of Cancer Research (AIRC) and the 10.13039/100010665Marie Skłodowska-Curie grant agreement No. 800924. R.S.M. is supported by the 10.13039/501100007601European Union’s Horizon 2020 research and innovation program under the Sklodowska Curie grant agreement (no. 955951, Evomet ITN). G.M. is supported by the 10.13039/100000002National Institutes of Health/National Cancer Institute (NIH/NCI) F32 CA260769. J.A.W. acknowledges support from 10.13039/100000002NIH/NCI R01 CA219896 and the Stand Up to Cancer Convergence Grant. Experimental schematic images were generated using Biorender.

## Author contributions

M.M. and J.A.J. conceived the study, designed the experiments, and interpreted the data. M.M. performed all experiments and analyses with support for certain experiments from M.B., B.D., V.W., E.L., and R.S.M. The 16S-seq data were analyzed and interpreted by G.M., A.V.D., M.C.W., N.J.A., and J.A.W. S.C. helped organize the germ-free experiments. H.G.A. and J.I. supervised the acquisition and processing of metabolomic data and performed quality assessment. J.L., A.K., and N.F. analyzed the metabolomics data. M.M. prepared the figures. M.M. and J.A.J. wrote the manuscript. J.A.J. supervised the study. All authors reviewed, edited, or commented on the manuscript.

## Declaration of interests

M.M., M.B., B.D., G.M., V.W., E.L., J.L., S.C., H.G.-A., R.S.M, A.K., N.F. A.V.D, M.C.W, J.I., and N.J.A. declare no competing interests; M.M. at the time of publication is affiliated to the Institute of Oncology Research (IOR), Bellinzona 6500, Switzerland. J.A.J. has received an honorarium for speaking at a research symposium organized by Bristol Meyers Squibb and previously served on the scientific advisory board of Pionyr Immunotherapeutics (declarations for last 3 years). J.A.W. is an inventor of US patent applications WO2020150429A1, US20200129569A1, WO2019191390A2, and WO2020106983A1 and reports advisory roles and honoraria from Daiichi Sankyo, Gustave Roussy Cancer Center, EverImmune, and OSE Immunotherapeutics. J.A.W. receives stock options from Micronoma.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

FCM: CD45 AF700, rat monoclonal anti-mouse (clone 30-F11), dilution 1:200	Biolegend	Cat# 103128; RRID:AB_493715
FCM: CD11b BUV661, rat monoclonal anti-mouse (clone M1/70), dilution 1:640	BD Biosciences	Cat# 612977; RRID:AB_2870249
FCM: Ly-6C BV711, rat monoclonal anti-mouse (clone HK1.4), dilution 1:800	Biolegend	Cat# 128037; RRID:AB_2562630
FCM: Ly-6G PE-Cy7, rat monoclonal anti-mouse (clone 1A8), dilution 1:300	Biolegend	Cat# 127618; RRID:AB_1877261
FCM: CD49d BV789, rat monoclonal anti-mouse (clone R1-2), dilution 1:160	BD Biosciences	Cat# 564397; RRID:AB_2738789
FCM: CD206 APC, rat monoclonal anti-mouse (clone C068C3), dilution 1:50	Biolegend	Cat# 141708; RRID:AB_10900231
FCM: I-A/I-E (MHCII) AF700, rat monoclonal anti-mouse (clone M5/114.15.2), dilution 1:800	Biolegend	Cat# 107621; RRID:AB_493726
FCM: CD4 BV650, rat monoclonal anti-mouse (clone GK1.5), dilution 1:200	BD Biosciences	Cat# 613006; RRID:AB_2870274
FCM: TCR β chain AF488, rat monoclonal anti-mouse (clone H57-597), dilution 1:250	Biolegend	Cat# 109215; RRID:AB_493344
FCM: CD19 PE, rat monoclonal anti-mouse (clone 6D5), dilution 1:500	Biolegend	Cat# 115508; RRID:AB_313643
FCM: CD8a PerCP/Cy5.5, rat monoclonal anti-mouse (clone 53–6.7), dilution 1:150	Biolegend	Cat# 100734; RRID:AB_2075238
FCM: TCR γ/δ chain BV421, rat monoclonal anti-mouse (clone GL3), dilution 1:200	Biolegend	Cat# 118120; RRID:AB_2562566
FCM: NK-1.1 BUV395, rat monoclonal anti-mouse (clone PK136), dilution 1:180	BD Biosciences	Cat# 564144; RRID:AB_2738618
IF: GFP, chicken polyclonal to GFP, dilution 1:1000	Abcam	Cat# ab13970; RRID:AB_300798
IF: CD31, rat monoclonal anti-mouse (clone MEC 13.3), dilution 1:300	BD Biosciences	Cat# 550274; RRID:AB_393571
IF: anti-chicken IgG (H + L) AF488, dilution 1:500	Jackson ImmunoResearch	Cat# 703-545-155; RRID:AB_2340375
IF: anti-rat IgG (H + L) AF647, dilution 1:500	Abcam	Cat# ab150155; RRID:AB_2813835

**Chemicals, peptides, and recombinant proteins**		

DMEM-F12 (1:1), GlutaMAX	Gibco, Thermo Fisher	Cat# 31331028
HBSS	Gibco, Thermo Fisher	Cat# 14175-095
Penicillin/Streptomycin	Gibco, Thermo Fisher	Cat# 15140122
Fetal Bovine Serum (FBS)	Gibco, Thermo Fisher	Cat# 10270-106
Trypsin-EDTA (0.05%), phenol red	Gibco, Thermo Fisher	Cat# 25300054
PBS	Gibco, Thermo Fisher	Cat# 20012027
Normal donkey serum	SigmaAldrich	Cat# S30-M
Triton X-100	Applied Chemicals	Cat# A4975
Fluorescence Mounting Medium	Dako, Agilent	Cat# S302380
Agarose low gelling temperature	Sigma,	Cat# A9414-100
Bovine Serum Albumin	Jackson ImmunoResearch	Cat# 001-000-162
UltraPure™ 0.5M EDTA	Invitrogen	Cat# 15575020
Pentobarbital	CHUV Hospital, Lausanne, Switzerland	N/A
Gadobutrol (Gadovist)	Bayer	N/A
Attane™ Isoflurane	Attane	N/A
Ketamine	Sintetica	N/A
Medetomidine	Vétoquinol Italia S.r.l.	N/A
Buprenorphine	Streuli	N/A
Atipamezole	Vétoquinol Italia S.r.l.	N/A
Ampicillin	Sigma-Merk	Cat# A9393
Neomycin trisulfate	Sigma-Merk	Cat# N1876
Metronidazole	Sigma-Merk	Cat# M1547
Vancomycin	Goldbio	Cat# V-200
Bacitracin	Sigma-Merk	Cat# 11702
Sucrose	Axonlab	Cat# A2211
KYNA	Sigma-Merk	Cat# K3375
TMAO	Sigma-Merk	Cat# 317594
DMSO	PanReac AppliChem	Cat# A3672
PFA	Electron Microscopy Sciences	Cat# 15714-S
Methanol	Sigma-Merk	Cat# 1.06035
Formic acid	Sigma-Merk	Cat# 5.33002
Glucose	ThermoFisher	Cat# A2494001
HEPES pH 7.4	ThermoFisher	Cat# 15630049

**Critical commercial assays**		

Zombie NIR Fixable Viability Kit	BioLegend	Cat# 423106
4′, 6- Diamidino-2-Phenylindole, Dihydrochloride (DAPI)	Life Technologies	Cat# D1306
Tumor Dissociation Kit, mouse	Miltenyi	Cat# 130-096-730
QIAamp PowerFecal Pro DNA kit	Qiagen	Cat# 51804

**Deposited data**		

16S data seq	This study	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE286123

**Experimental models: Cell lines**		

MMTV-PyMT (murine mammary tumor virus; Polyoma middle T antigen); PyMT-BrM3	Croci et al.^19^ Prof. J.A. Joyce	Available upon request
MMTV-PyMT (murine mammary tumor virus; Polyoma middle T antigen); PyMT-BrM3-GFP	This study	Available upon request
EO771	ATCC	Cat# CRL-3461

**Experimental models: Organisms/strains**		

C57BL/6J mice	The Jackson Laboratory	RRID: IMSR_JAX:000664
Germ-free C57BL/6J mice, line 3002	Department of Biomedical Research of the University of Bern, Switzerland	N/A

**Oligonucleotides**		

341F	CosmosID	N/A
805R	CosmosID	N/A

**Recombinant DNA**		

Plasmid: GFP	Provided by prof. I. Malanchi	N/A

**Software and algorithms**		

FlowJo, v10.5.3	Tree Star	https://www.flowjo.com/
GraphPad Prism, v10.0.3	GraphPad Software	https://www.graphpad.com/scientific-software/prism/
ImageJ, v1.0	Open Source	https://imagej.net/ij/
Mass Hunter Quantitative analysis software	Agilent Technologies	https://www.agilent.com/en/product/software-informatics/mass-spectrometry-software/data-analysis/quantitative-analysis
R, v. 4.0.5	CRAN	https://cran.r-project.org/bin/windows/base/old/4.0.5/
DADA2 package, v1.16.0	Github	https://github.com/benjjneb/dada2/releases
Phyloseq package, v1.44.0	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/phyloseq.html
Decontam package, v1.20.0	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/decontam.html
ComplexHeatmap package	Bioconductor	https://bioconductor.org/packages/release/bioc/html/ComplexHeatmap.html
PMCMRplus package,v. 1.9.0	CRAN	https://cran.r-project.org/web/packages/PMCMRplus/index.html
ANCOM-BC package, v1.6.2	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/ANCOMBC.html
Vegan R package, v2.6-4	CRAN	https://cran.r-project.org/web/packages/vegan/index.html

**Other**		

gentleMACS Octo Dissociator	Miltenyi	Cat# 130-095-937
gentleMACS C Tubes	Miltenyi	Cat# 130-096-334
LS Columns	Miltenyi	Cat# 130-042-401
Fortessa flow cytometer	BD Bioscience	N/A
3T MRI	Bruker	N/A
Vibratome	Leica	Cat# VT1200
Ti2 spinning disk	Nikon	N/A
Mass spectrometer HILIC-MS/MS	Agilent Technologies	N/A
Mass spectrometer LC-HRMS,	ThermoFisher	N/A
Illumina Miseq platform 2x250bp	Illumina	N/A
Coverslip	ThermoFisher	Cat# BB02400500A113FST0
Microscope slide	Fisherbrand	Cat# 12-550-15
Vetbond tissue adhesive	3M	Cat# 1469SB
K2EDTA-coated tubes	Greiner	Cat# 450532
Nuclepore Track-Etched Polycarbonate PVP-Free (hydrophobic), 8.0 μm Pore Size	Cytivia	Cat# 150446

### Experimental model and study participant details

#### Cell lines

The PyMT-BrM3 cell line was generated as previously described.^19^ Briefly, the brain-homing capacity of a cell line originally isolated from a metastatic lymph node from an MMTV-PyMT mouse was enriched via three rounds of *in vivo* selection and *in vitro* expansion. EO771 cells were obtained from the ATCC. PyMT-BrM3-GFP cells were generated using a second-generation lentiviral system transducing a GFP plasmid (kindly provided by Prof. Ilaria Malanchi) generated by cloning an empty pENTRY donor vector and a lentiviral destination vector (cPPT-CMVenh-attR-mPGK-GFP-WPRE on a pRRL backbone) via the LR Gateway system. This resulted in a lentivirus plasmid expressing GFP only as an ORF, under the control of the mPGK promoter. All cell lines were maintained in DMEM-F12 media (Gibco, ThermoFisher, cat. no. 31331028) supplemented with 10% FBS (Gibco, ThermoFisher, cat. no. 10270106), and 1% penicillin/streptomycin (P/S) (P/S, Gibco, ThermoFisher, cat. no. 15140122).

#### Animals

Wild-type C57BL/6J mice were bred within the University of Lausanne animal facilities. Germ-free (GF) C57BL/6J mice (line 3002) were obtained from the Department of Biomedical Research of the University of Bern, Switzerland. They were bred and maintained in the germ-free animal facility at the Center Hospitalier Universitaire Vaudois (CHUV Lausanne) at 30–50% relative humidity, 23 ± 2°C and 12-h light/dark cycles. Autoclaved tap water and diet (D131, Safe) were provided *ad libitum*. Mice were housed with environmental enrichment. All animal studies were first approved by the Institutional Animal Care and Use Committees of the University of Lausanne and Canton Vaud, Switzerland under licenses VD3314 and VD3688.

#### Brain metastasis *in vivo* models and treatments

To generate breast-BrM, 6- to 10-week-old females were injected in the left cardiac ventricle with 1x10^5^ PyMT-BrM3 cells resuspended in 100 μL HBSS (Gibco, ThermoFisher, cat. no. 14175-095). Cell injection was performed under isoflurane anesthesia (O_2_ + 2% isoflurane) for the antibiotic treatment experiments. For GF mice and corresponding controls, mice were anesthetized with a mix of Ketamine (75 mg/kg; Sintetica), Medetomidine (0.5 mg/kg; Domitor, Vétoquinol Italia S.r.l.), and Buprenorphine (0.05 mg/kg; Streuli). The anesthetic effect was reserved using Atipamezole (1 mg/kg; Antiseda, Vétoquinol Italia S.r.l.). To detect BrM, mice were imaged by 3T MRI (Bruker), following intraperitoneal (i.p.) injection with 150 μL gadobutrol (Gadovist, 1 mmol mL^−1^, Bayer). Mice were sacrificed at the predefined humane endpoint of the experiment. For antibiotic treatment, mice were treated via the drinking water with a broad-spectrum cocktail (4-ABX) including Ampicillin (1 g/L; Sigma-Merk, cat. no. A9393), Neomycin trisulfate (1 g/L; Sigma-Merk, cat. no. N1876), Metronidazole (1 g/L, Sigma-Merk, cat. no. M1547), and Vancomycin (0.5 g/L; Goldbio, cat. no. V-200) in sucrose (2%; Axonlab, cat. no. A2211) or the selective cocktail (2-ABX) including Bacitracin (1 g/L; Sigma-Merk cat. no. 11702), and Neomycin trisulfate (1 g/L) in sucrose (2%), or the CTRL group of sucrose alone (2%) as indicated in the experimental description. For KYNA treatment, mice were treated via the drinking water with KYNA (25 mg/L, Sigma-Merk, cat. no. K3375). For TMAO treatment, mice were treated via the drinking water with TMAO (1 g/L, Sigma-Merk, cat. no. 317594).

#### Human samples/clinical trials

This study does not include any human samples or data from clinical trials.

### Method details

#### Flow cytometry

Mice were euthanized by terminal anesthesia using pentobarbital (Lausanne University Hospital, CHUV), followed by transcardial perfusion with PBS (Gibco, ThermoFisher, cat. no. 20012027). Tissue was digested using a Tumor Dissociation Kit (Miltenyi, cat. no. 130-096-730) following the manufacturer’s protocol. The cell suspension was filtered using a 100 μm filter and washed with FACS buffer (PBS, 0.5% BSA (Jackson ImmunoResearch, cat. no. 001-000-162), 2mM EDTA (Thermo Fischer Scientific, cat. no. 15575020)). To exclude dead cells from analysis, cells were stained with Near Far-Red Zombie (BioLegend, cat. no. 423106) in PBS. The single-cell suspension was stained with antibodies listed in Table S3. All antibodies were purchased from BD Bioscience and BioLegend. Flow cytometry data were acquired using an LSR Fortessa (BD Bioscience), and data were analyzed with FlowJo Software v10.5.3 (Tree Star).

#### 16S rRNA gene sequencing

Fecal samples from a single mouse were collected in sterile tubes directly from the rectum of mice and stored at −80°C. DNA was extracted using the QIAamp PowerFecal Pro DNA kit (Qiagen, cat. no. 51804) following the manufacturer’s protocol in a clean environment using autoclaved tools. 16S sequencing was performed by an external company (CosmosID) starting from 5 ng of genomic DNA. Libraries were constructed by amplification via PCR with 341F and 805R primers covering the V3-V4 region. Sequencing was performed using the Illumina Miseq platform 2x250bp. The 16S rRNA gene sequencing datasets were processed using the DADA2 package (version 1.16.0).^31^ Files were imported into R using the phyloseq package (Version 1.44.0).^32^ The data was processed using the decontam package (Version 1.20.0),^33^ using the isContaminant function with a 0.5 threshold and the environmental control used as a negative control. After removal of environmental controls, data was rarefied. Alpha diversity was calculated with the phyloseq package using the Shannon index. Heatmaps were generated using the ComplexHeatmap package.^34^

#### Metabolomics analysis

Plasma was isolated from whole blood collected by intracardiac puncture between 9a.m. and 11a.m. from terminally anesthetized mice in K2EDTA-coated tubes (Greiner, cat. no. 450532) and centrifuged twice for 10 min at 10000 g at 4°C, moving each supernatant to a new tube after each centrifugation. Finally, the plasma was stored at −80°C. Bile acids and high-coverage targeted analysis of polar metabolites were performed at the Metabolomics Platform of the University of Lausanne as previously described.^35^^,^^36^^,^^37^^,^^38^ Briefly, for bile acid analysis, plasma aliquots (25 μL) were mixed with 100 μL of the ice-cold internal standard solution (in 100% MeOH), and 600 μL of H_2_O with 0.2% formic acid, loaded onto solid phase extraction plates and further processed for the phospholipid removal and bile acids pre-concentration. Quantification was performed using a Liquid chromatography-high-resolution mass spectrometry system (LC-HRMS using Vanquish Horizon UHPLC coupled with Q-Exactive Focus mass spectrometer interfaced with a HESI source, ThermoFisher Scientific) operating in negative ionization mode. Chromatographic separation was performed as previously described.^39^ The internal standard mixture contained 13 deuterium-labeled bile acids (Table S4). For high-coverage targeted analysis of polar metabolites, plasma (20μL) was extracted with the addition of ice-cold methanol (80 μL), vortexed and centrifuged for 15 min at 15000 g, at 4°C. The supernatants were transferred to LC-MS vials for injection. They were analyzed by hydrophilic interaction chromatography coupled to tandem mass spectrometer (HILIC-MS/MS using 6496 iFunnel triple quadrupole mass spectrometer interfaced with 1290 UHPLC system, Agilent Technologies) operating in multiple reaction monitoring (MRM) in both positive and negative ionization modes, to maximize the polar metabolome coverage.^40^ Raw data were processed using the Mass Hunter Quantitative analysis software (Agilent Technologies).

#### *Ex vivo* brain metastasis seeding assays

Organotypic co-cultures of brain slices and cancer cells were performed as previously described.^41^ Briefly, brains from 6- to 10-week-old females were isolated after terminal anesthesia using pentobarbital (Lausanne University Hospital, CHUV), followed by transcardial perfusion with brain dissection media (HBSS with calcium and magnesium (Gibco, ThermoFisher, cat. no. 14025-092), 30 mM glucose (Gibco, ThermoFisher, cat. no. A2494001), 2.5 mM HEPES pH 7.4 (Gibco, ThermoFisher, cat. no. 15630049), 1% P/S. Brains were then embedded in 4% agarose low gelling temperature (Sigma, cat. no. A9414-100), cut using a vibratome (Leica) with thickness 250 μm, speed 0.3 mm/s, and amplitude 1 μm, and temporarily collected in brain dissection media. Brain slices were then cut in half and transferred into a 12 well-plate using a flat spatula on a 0.8 μm pore membrane (Cytivia, cat. no. 150446) floating in complete media (DMEM-F12, 10% FCS, 1% P/S) with either vehicle (DMSO; PanReac AppliChem cat. no. A3672), KYNA 10 μM (Sigma-Merck, cat. no. K3375), or TMAO 10 μM (Sigma-Merck, cat no. 317594). After 2 h of incubation at 37°C, 5% CO_2_, brain slices were removed from the plate by lifting the membrane, and 3x10^4^ PyMT-BrM3-GFP cells resuspended in 2 μL of HBSS were seeded on top. After 1 min, brain slices were placed again in the media. After 4 days, slices were fixed with 4% PFA (Electron Microscopy Sciences, cat. no. 15714-S) overnight, then washed three times with PBS (Gibco, ThermoFisher, cat. no. 14190-136). To prepare samples for IF staining, tissues were permeabilized and blocked with 0.25% Triton X-100 (PanReac AppliChem, cat. No. A4975) in PBS and 5% donkey serum (EMD Millipore, Merk, cat. No. S30-M) in PBS for 2 h at room temperature, followed by incubation with primary antibodies listed in Table S5 in 5% donkey serum overnight at 4°C. Secondary staining was performed in 5% donkey serum with antibodies listed in Table S5 for 2 h at room temperature. Slides were washed three times with PBS and counterstained with DAPI for 30 min. Finally, slides were washed and mounted with mounting media (Dako, cat. no. S302380) and a coverslip (Menzel-Gläser, Thermo Scientific, cat. no. 631–0973). The entire area of stained brain slices was imaged with a Nikon Ti2 spinning disk microscope (Nikon) acquiring a 16 μm-thick volume in 3 z stacks. Maximum intensity projection images were analyzed using ImageJ v1.0.

### Quantification and statistical analysis

Prism 9 was used to perform statistical analysis and graphically plot all data exception for metabolomic data. Data were tested for normal distribution with the Shapiro-Wilk test. Normally distributed data were analyzed by a paired or unpaired two-tailed Student’s t test. Non-normally distributed data were analyzed by a paired or unpaired two-tailed Student’s t test with Mann-Whitney correction. Survival curves were compared using Mantel-Cox log-rank test. In figures presenting pooled data, data are represented as mean ± SD. ∗, *p* < 0.05; ∗∗, *p* < 0.01; ∗∗∗, *p* < 0.001; ∗∗∗∗, *p* < 0.0001; ns: non-significant.

For bile acid analysis, values under the detection limit were replaced by the technical lower abundance detected for each metabolite divided by two (Table S2). Then, bile acid concentrations were normalized by log transformation and Pareto scaling of the data. In the case of polar metabolites, we used variance stabilizing normalization. Normalization was performed using custom R functions. For the differential analysis between CTRL, 4-ABX, and 2-ABX, bile acids were identified as differentially abundant metabolites by first applying a Kruskal-Wallis rank sum non-parametric test followed by a Dunn’s multiple comparison non-parametric test. For polar metabolites, we first performed a one-way ANOVA analysis followed by Tukey’s multiple pairwise-comparisons tests. For downstream analysis, we selected metabolites in which at least one of the treatments was significantly different from the control. Concerning the differential analysis between CTRL and BrM endpoint, bile acids were identified as differentially regulated metabolites using a Wilcoxon non-parametric test. Polar metabolite data were analyzed using an unpaired two-tailed Student’s t test. R and the packages stats (v. 4.0.5) and PMCMRplus (v. 1.9.0) were used to analyze the metabolomic data. *p* values <0.05 were considered statistically significant. For these analyses, any missing values were replaced by the metabolite-specific limit of detection divided by two.

For the gut microbiome composition analysis, a Kruskal-Wallis test was used for comparison between control, 4-ABX and 2-ABX groups, and the Analysis of Compositions of Microbiomes with Bias Correction (ANCOM-BC R package, version 1.6.2) was used for comparing control and BrM endpoint.^42^ Adjusted *p* values were calculated using the Holm method and q values <0.05 were considered statistically significant. For beta diversity comparison, the adonis2 test was used (Vegan R package version 2.6–4). Each specific statistical test used is reported for each experiment in the figure legends.

# Supplementary material for: The bacterial microbiome modulates the initiation of brain metastasis by impacting the gut-to-brain axis
**Source:** iScience. 2025 Jan 22;28(2):111874. doi: 10.1016/j.isci.2025.111874
**Supplement:** Document S1. Figures S1–S4 and Tables S3–S5

## **Supplemental information**

### **The bacterial microbiome modulates the initiation of brain metastasis by impacting the gut-to-brain axis**

**Matteo Massara, Michelle Ballabio, Bastien Dolfi, Golnaz Morad, Vladimir Wischnewski, Eleni Lamprou, Joao Lourenco, Stéphanie Claudinot, Hector Gallart-Ayala, Rui Santalla Méndez, Annamaria Kauzlaric, Nadine Fournier, Ashish V. Damania, Matthew C. Wong, Julijana Ivanisevic, Nadim J. Ajami, Jennifer A. Wargo, and Johanna A. Joyce**

Figure S1

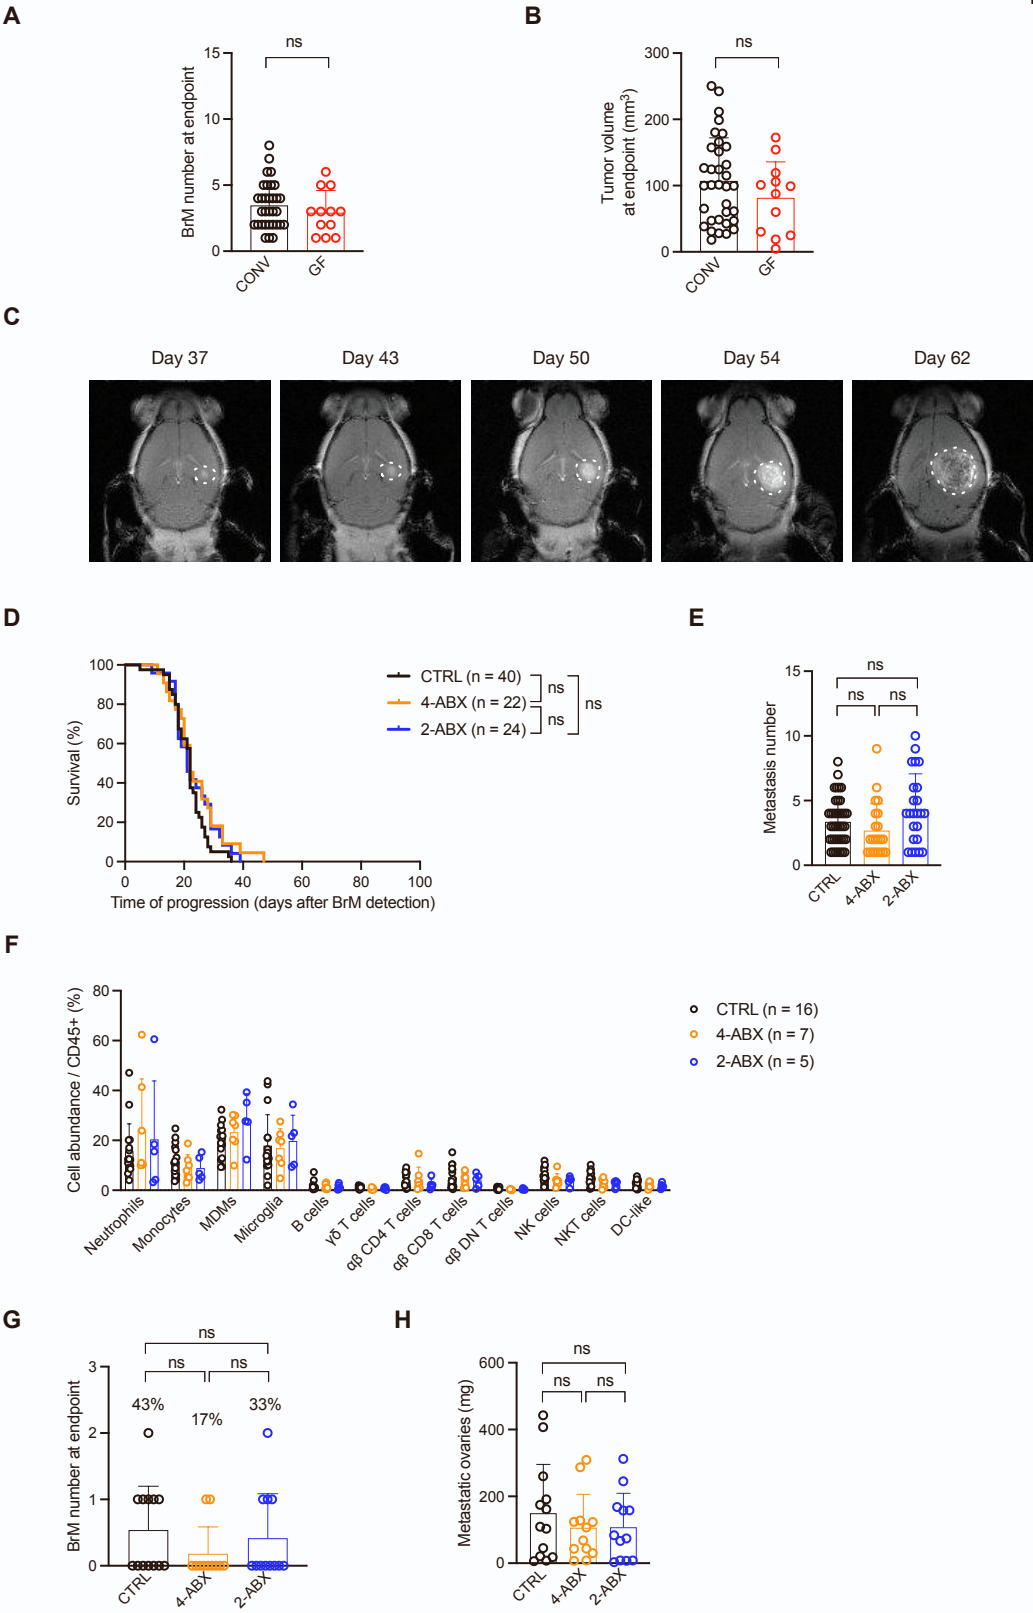

**Supplementary Figure 1. Microbiome manipulation does not impact BrM volume or number at the BrM endpoint, Related to Figure 1**

**(A)** BrM number at endpoint in the PyMT-BrM3 model housed either in conventional (CONV) or germ-free (GF) animal facilities. **(B)** Tumor volume at the endpoint in the PyMT-BrM3 model housed in CONV or GF facilities. For (A, B), n = 34 for CONV, n=12 for GF; sum of three independent experiments. **(C)** Representative images of BrM in the PyMT-BrM3 model from a single mouse followed longitudinally by MRI. The BrM is encircled by a white dotted line. **(D)** Kaplan-Meier curves showing BrM progression (days after BrM detection) in CTRL, 4-ABX, and 2-ABX treated mice. **(E)** BrM number at the endpoint of mice in the CTRL, 4-ABX, or 2-ABX groups. **(F)** Relative immune cell composition on total CD45+ events of BrM lesions at the endpoint measured by flow cytometry. n = 16 for CTRL; n = 7 for 4-ABX and n = 5 for 2-ABX. **(G)** BrM number at endpoint in the EO771 model of mice treated either with CTRL, 4-ABX, or 2-ABX. The percentage of BrM penetrance is reported on the graph. **(H)** Metastatic ovary weight at the endpoint in the EO771 model in CTRL, 4-ABX, or 2-ABX groups. For (G and H), n = 13 for CTRL, n = 12 for 4-ABX, n = 12 for 2-ABX; single experiment. For (H), each data point represents the sum of two ovaries from a single mouse. Statistical analysis in (A) was performed using the unpaired t-test with Mann-Whitney correction. Statistical analysis in (B) was performed using the unpaired t-test. Statistical analysis in (D) was performed with the Mantel-Cox log-rank test. Statistical analysis in (E, G, and H) was performed using Kruskal-Wallis test. Statistical analysis in (F) was performed using two-way ANOVA and no statistically significant differences were observed. Data are represented as mean  $\pm$  SD. ns: non-significant.

Figure S2

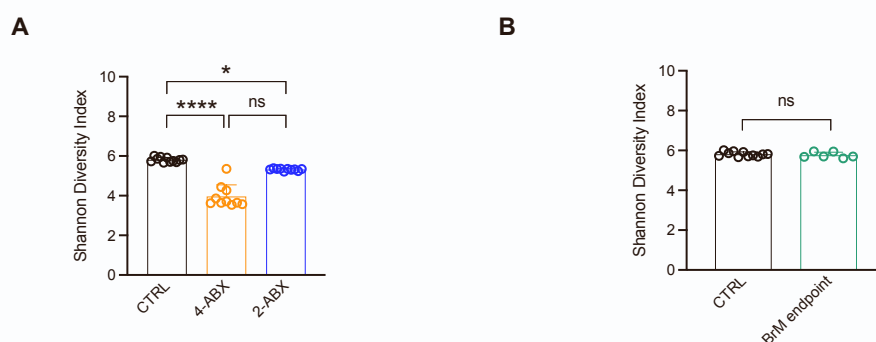

**Supplementary Figure 2. Assessment of bacterial diversity after antibiotic administration and at the BrM endpoint, Related to Figure 2**

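The Shannon index sums the shares of the taxa in a sample, each multiplied by the negative of its natural logarithm, and rises with the number of taxa and with their evenness. Computed on OTU counts instead of genus counts, the index was 5.81 ± 0.118 (SD, n = 11) in CTRL, 3.96 ± 0.576 (SD, n = 10) under 4-ABX, 5.32 ± 0.0543 (SD, n = 10) under 2-ABX and 5.76 ± 0.150 (SD, n = 6) at the BrM endpoint. It also counts variation within a genus. Among the OTUs of *Escherichia-Shigella* alone, the index was 3.49 ± 0.237 under 4-ABX and 3.18 ± 0.0429 under 2-ABX. At this level the Kruskal-Wallis H among CTRL, 4-ABX and 2-ABX was 24.9 (permutation p = 1e-05, the smallest p that the permutations can give). The difference in means was -1.85 for 4-ABX minus CTRL and -0.489 for 2-ABX minus CTRL (both with a Holm-adjusted permutation p of 3e-05). It was -1.36 for 4-ABX minus 2-ABX (Holm-adjusted permutation p = 9e-05). Between the BrM endpoint and CTRL the difference in means was -0.0459 (exact permutation test, two-sided, p = 0.489).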

**(A)** Shannon diversity index depicting the gut bacteria composition from healthy mice treated with either CTRL, 4-ABX, or 2-ABX, assessed at the bacterial genus level.  $n = 11$  for CTRL,  $n = 10$  for both 4-ABX and 2-ABX groups. **(B)** Shannon diversity index of gut bacteria composition from CTRL and BrM endpoint mice, analyzed at the bacterial genus level.  $n = 11$  for CTRL;  $n = 6$  for BrM endpoint. Statistical analysis in (A) was performed using Kruskal-Wallis test. Statistical analysis in (B) was performed using unpaired t-test. Data are represented as mean  $\pm$  SD. \*,  $p < 0.05$ ; \*\*\*\*,  $p < 0.0001$ ; ns: non-significant.

Figure S3

**A**

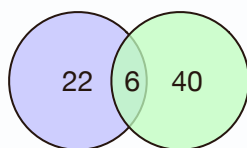

**B**

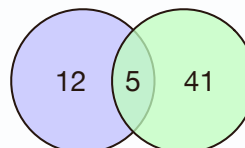

**Supplementary Figure 3. Circulating metabolites commonly impacted by antibiotics and at BrM endpoint, Related to Figure 3**

**(A)** Venn diagram depicting circulating metabolites that were significantly differentially abundant upon 4-ABX or 2-ABX treatments (blue circle) or at BrM endpoint (green circle).

**(B)** Venn diagram depicting circulating metabolites whose levels significantly increased or decreased upon 4-ABX treatment (blue circle) and at BrM endpoint (green circle).

**Figure S4**

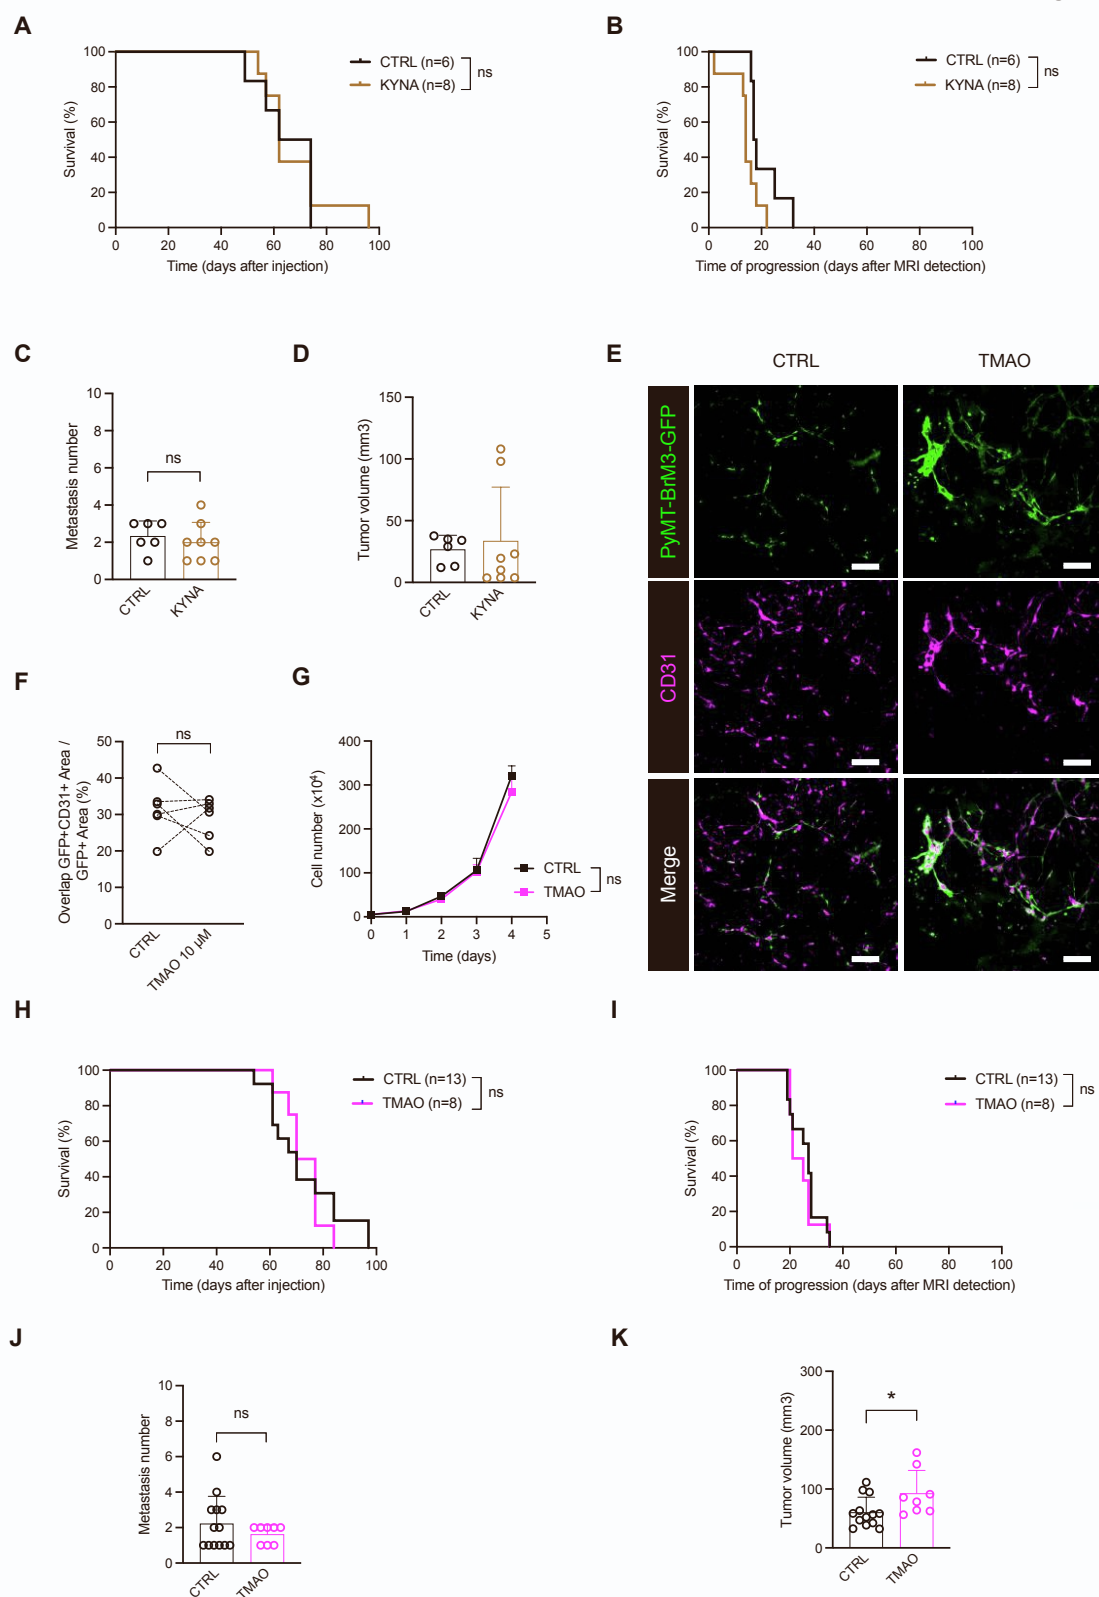

**Supplementary Figure 4. TMAO and KYNA administration does not alter survival *in vivo* and TMAO does not interfere with cancer cell-vessel interaction *ex vivo*, Related to Figure 4**

**(A, B)** Kaplan-Meier curves showing (A) the overall survival and (B) the BrM progression of CTRL and KYNA treated mice. **(C)** BrM number at the endpoint of mice in the CTRL and KYNA groups. **(D)** Tumor volume at the endpoint of mice in the CTRL and KYNA groups. For (A, B, C, D), n = 6 for CTRL, n = 8 for KYNA, single experiment. **(E)** Representative IF images of PyMT-BrM3 cells (green) and CD31 (magenta) in *ex vivo* brain slices after four days of incubation with CTRL or TMAO. Scale bar 200  $\mu$ m. **(F)** Quantification of tissue area co-stained for GFP and CD31 as a proportion of the total GFP+ area. n = 6 mice. Sum of two independent experiments. **(G)** Growth curve of PyMT-BrM3 cells *in vitro* incubated in the presence of TMAO or CTRL. n = 3 per time point. Experiment was repeated twice, one representative experiment shown. **(H, I)** Kaplan-Meier curves showing (H) the overall survival and (I) the BrM progression of CTRL and TMAO treated mice. **(J)** BrM number at the endpoint of mice in the CTRL and TMAO groups. **(K)** Tumor volume at the endpoint of mice in the CTRL and TMAO groups. For (H, I, J, K), n = 13 for CTRL, n = 8 for TMAO, single experiment. Statistical analysis in (A, B, H, and I) was performed using the Mantel-Cox log-rank test. Statistical analysis in (C, D, J, and K) was performed using the t-test analysis. Statistical analysis in (F) was performed using the paired t-test. Statistical analysis in (G) was performed using two-way ANOVA. Data are represented as mean  $\pm$  SD. \*, p < 0.05; ns: non-significant.

## Supplementary Tables

**Table S3. Antibody list for flow cytometry analysis, Related to STAR Methods.**

List of antibodies, clone number, manufacturer details and working dilution.

| Antibody        | Fluorophore   | Clone       | Manufacturer  | Catalog number | Dilution |
|-----------------|---------------|-------------|---------------|----------------|----------|
| CD45            | AF700         | 30-F11      | BioLegend     | 103128         | 1:200    |
| CD11b           | BUV661        | M1/70       | BD Bioscience | 612977         | 1:640    |
| Ly-6C           | BV711         | HK1.4       | BioLegend     | 128037         | 1:800    |
| Ly-6G           | PE-Cy7        | 1A8         | BioLegend     | 127618         | 1:300    |
| CD49D           | BV789         | R1-2        | BD Bioscience | 564397         | 1:160    |
| CD206           | APC           | C068C2      | BioLegend     | 141708         | 1:50     |
| MHCII (I-A/I-E) | BV510         | M5/114.15.2 | BioLegend     | 107636         | 1:700    |
| CD4             | BV650         | GK1.5       | BD Bioscience | 613006         | 1:200    |
| TCRb            | AF488         | H57-597     | BioLegend     | 109215         | 1:250    |
| CD19            | PE            | 6D5         | BioLegend     | 115508         | 1:500    |
| CD8a            | PerCP/Cy5.5   | 53-6.7      | BioLegend     | 100734         | 1:150    |
| TCR g/d         | BV421         | GL3         | BioLegend     | 118120         | 1:200    |
| NK1.1           | BUV395        | PK136       | BD Bioscience | 564144         | 1:180    |
| Zombie NIR      | Near infrared |             | BioLegend     | 423106         | 1:200    |

**Table S4. Internal standard mixture list for bile acid analysis, Related to STAR Methods.**  
Table reporting the mass-to-charge (m/z) ratio, the internal standards, and retention times of bile acid standards.

| Bile Acid                        | Precursor m/z ratio | Internal Standard | Retention time (min) |
|----------------------------------|---------------------|-------------------|----------------------|
| Lithocholic acid                 | 375.29047           | d4-LCA            | 20.6                 |
| 7-Ketolithocholic acid           | 389.26973           | d4-GDCA           | 15.5                 |
| Murocholic acid                  | 391.28538           | d4-CA             | 12.4                 |
| Ursodeoxycholic acid             | 391.28538           | d4-GDCA           | 13.3                 |
| Chenodeoxycholic acid            | 391.28538           | d4-CDCA           | 18.3                 |
| Deoxycholic acid                 | 391.28538           | d4-DCA            | 18.5                 |
| Isodeoxycholic acid              | 391.28538           | d4-GDCA           | 19.7                 |
| 3-Oxocholeic acid                | 405.26465           | d4-TCDCa          | 12.6                 |
| 7-Ketodeoxycholic acid           | 405.26465           | d4-GCA            | 11                   |
| $\alpha$ -Muricholic acid        | 407.2803            | d4-GCA            | 10.8                 |
| $\beta$ -Muricholic acid         | 407.2803            | d4-GCA            | 11.2                 |
| $\omega$ -Muricholic acid        | 407.2803            | d4-GCA            | 10.4                 |
| $\gamma$ -Muricholic acid        | 407.2803            | d4-GCA            | 11.8                 |
| Cholic acid                      | 407.2803            | d4-CA             | 12.6                 |
| Glycolithocholic acid            | 432.31193           | d4-GDCA           | 13.5                 |
| Glycoursodeoxycholic acid        | 448.30685           | d4-GCA            | 10.2                 |
| Glycohyodeoxycholic acid         | 448.30685           | d4-CA             | 10.6                 |
| Glycochenodeoxycholic acid       | 448.30685           | d4-GCDCA          | 12.9                 |
| Glycocholic acid                 | 464.30176           | d4-GCA            | 10.3                 |
| Taurolithocholic acid            | 482.29457           | d5-TLCA           | 13                   |
| Tauroursodeoxycholic acid        | 498.28948           | d4-TCA            | 5.1                  |
| Taurohyodeoxycholic acid         | 498.28948           | d4-TCDCa          | 5.5                  |
| Taurochenodeoxycholic acid       | 498.28948           | d4-TCDCa          | 10.6                 |
| Taurodeoxycholic acid            | 498.28948           | d5-TDCA           | 10.9                 |
| Tauro- $\alpha$ -muricholic acid | 514.2844            | d4-TaMCA          | 2.1                  |
| Tauro- $\beta$ -muricholic acid  | 514.2844            | d4-T $\beta$ MCA  | 2.3                  |
| Taurocholic acid                 | 514.2844            | d4-TCA            | 5.8                  |

**Table S5. Antibody list for immunofluorescence (IF) staining, Related to STAR Methods.**  
 List of antibodies, clone number, manufacturer details and working dilution.

| Antibody                               | Species | Clone      | Manufacturer           | Catalog number | Dilution |
|----------------------------------------|---------|------------|------------------------|----------------|----------|
| GFP                                    | Chicken | Polyclonal | Abcam                  | ab13970        | 1:500    |
| CD31                                   | Rat     | MEC 13.3   | BD Bioscience          | 550274         | 1:300    |
| Anti-chicken IgG (H+L) Alexa Fluor 488 | Donkey  | Polyclonal | Jackson ImmunoResearch | 703-545-155    | 1:500    |
| Anti-rat IgG (H+L) Alexa Fluor 647     | Donkey  | Polyclonal | Abcam                  | ab150155       | 1:500    |
| DAPI                                   |         |            | Invitrogen             | D1306          | 1:5000   |

How the deposited data were processed for this re-analysis (not part of the article)

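Fecal bacteria were measured by 16S rRNA gene sequencing of the V3-V4 region in 37 mice: 11 CTRL, 10 4-ABX and 10 2-ABX healthy mice after 14 days of treatment, and 6 BrM endpoint mice. The authors processed the reads with DADA2, handled them in phyloseq, removed contaminants with decontam at a threshold of 0.5, removed the control samples and rarefied the table. The values used here are the counts that the authors deposited after these steps, which are whole reads per OTU and mouse without scaling. It was checked that every value is a whole number and that every mouse has the same total of 4932 reads. The groups were taken from the sample labels and the paper, and replicates carry the numbers of the labels. The table lists 5514 OTUs, of which 5513 have a genus-level name. The reads of OTUs with the same genus-level name were added up, which gave 81 names, 80 of them with a read. Of all reads, 0.0137% had no genus-level name and were left out of the genus-level totals and tests. The raw reads were not analysed here, so the filters on reads, the choice of OTUs and the taxonomy are the authors'. Metabolomics and the other measurements of the paper were not analysed here.

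At the depth of each mouse, 3 reads are 0.0608% of the total, and this was used as the floor. A fold change against a group whose mice were all at or under the floor was computed against the floor and is given as a bound. Genus means are given in percent of reads with the SD over mice. Confidence intervals of a share in a single mouse are 95% Wilson intervals. Pairs of mice of the same group were compared by the chi-square statistic over genera, and 0 pairs in any group differed by less than the sampling noise. No sample was thus a copy of another, and every mouse was counted as 1 replicate. Reads are not independent molecules, so this test finds a difference easily. It cannot tell whether the mice of a group are independent of each other.

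The following choices were made before the data were examined: the tests, the prevalence filter, the grouping, the named genera and the alternatives, apart from the ones given as added below. A genus was tested when it had at least 1 read in at least 10% of the compared mice. Among CTRL, 4-ABX and 2-ABX, genus relative abundances were compared by the Kruskal-Wallis statistic, and between pairs of these groups by the Mann-Whitney statistic, each with p-values from 100000 permutations of the group labels, ties kept as mid-ranks and two-sided for pairs. The Holm adjustment was used over the genera tested, with a threshold of 0.05. The number of genera per mouse and the Shannon index (natural logarithm, genus counts) were compared by two-sided permutation tests of the difference in means with the Holm adjustment over the 3 pairs. Between CTRL and BrM endpoint, exact permutation tests over all splits of the mice were used for single measures. Genus counts were compared by the edgeR quasi-likelihood test (glmQLFit and glmQLFTest) with TMM normalization and the Holm adjustment. Beta diversity was tested with adonis2 of vegan on Bray-Curtis distances, and the spread around the group centers with betadisper. The random seed was 20250122. The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and vegan 2.7.1.

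The genera named in the text were *Alistipes*, the 6 genera of Fig. 2F, and for each antibiotic comparison the 5 genera with the highest mean relative abundance in CTRL and the 3 with the highest mean in the antibiotic group. For CTRL against BrM endpoint, every genus past the threshold, up to 5, was also to be named, and none was. Other genera are named where a short list of calls holds them or where they were singled out after their values were seen, as were *Ileibacterium* and *Parabacteroides*.

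The alternatives for genera were CLR values with 1 count added, p-values from the chi-square or normal approximation, the Benjamini-Hochberg adjustment, edgeR with TMM or with total counts alone, DESeq2 with poscounts size factors, no prevalence filter, a filter at 30% of mice, and only genera with a name of their own. For the BrM endpoint, ANCOM-BC with and without structural zeros (genera absent from 1 whole group), the exact Mann-Whitney test on relative abundances and on CLR values, and a fit of all 4 groups came on top of these. For diversity, the alternatives were other distances, the OTU and family levels, the inverse Simpson index and a minimum of 3 reads for a genus to count as detected. Each mouse was also left out in turn. Rarefying was planned for unequal totals and does not apply, since all totals are equal. ANCOM-BC was written anew from its published algorithm, since its package was not used here. Added after seeing the data were ANCOM-BC on genera in at least 30% of the mice, with and without structural zeros by the lower confidence limit and without the bias term, ANCOM-BC without a prevalence filter, ANCOM-BC on OTUs, and a scan of 13 prevalence filters with all genera and with only genera of their own name. For each count of genera, 100 splits of the same mice into groups of the same sizes, the real one included, were tested in the same way.

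The tests were tested on simulated data with 39 genera, of which 10 were changed by a log2 fold change of 3, in 20 rounds. At a dispersion of 0.1, edgeR, ANCOM-BC, the Kruskal-Wallis and the Mann-Whitney permutation tests each recovered 100% of the changed genera, with 0.1, 0.35, 0.1 and 0.05 false calls per round. At a dispersion of 1, edgeR recovered 62% of them, ANCOM-BC 66.5%, the Kruskal-Wallis test 69% and the Mann-Whitney test 60%, with 0.05, 0.8, 0 and 0.05 false calls per round. The common dispersion that edgeR estimated from the CTRL and BrM endpoint mice was 5.63, above both simulated values, so the share recovered at that dispersion was not measured.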

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

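All tests of an explanation in this part were chosen after the results were seen. In groups of 4 to 10 mice, the gap between the highest or lowest mouse and its nearest neighbor was set against the range of the group (Dixon's criterion). Of 21 groups and measures, 8 had a mouse farther away than the 95% critical value, where chance at 1 in 20 would give about 1. The measures are not independent, since the shares of a mouse add up to the same total, and 4 of the 8 were in 4-ABX replicate 56. In 6 of the 8 cases at most 2 mice of the group had a read of the genus, so that a mouse with reads lies far from the others by construction, and the number of cases cannot be set against chance.

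In 4-ABX replicate 56 the gap was 0.611 of the range for the Shannon index and 0.760 for *Escherichia-Shigella*. It was 0.961 for *Faecalibaculum* and 1 for *Dubosiella*, which were read in 2 and 1 of the 10 4-ABX mice and fall under the limit just given. *Dubosiella* made up 34.2% of its reads (95% Wilson confidence interval 32.9 to 35.5) and *Faecalibaculum* 17.2% (16.1 to 18.3), and *Escherichia-Shigella* had 185 reads. Its mean Bray-Curtis distance to the other 4-ABX mice was 0.934, to CTRL mice 0.715, and the other 4-ABX mice were 0.107 apart. A CTRL sample under a 4-ABX label is excluded by the genera it lacks: of the 8 genera with a read in every CTRL mouse, 5 had no read in it. A mixture with CTRL feces is excluded in the same way. If its *Dubosiella* reads had come from CTRL feces, the absent genera would have had at least 34.1 reads each, at the lowest ratio to *Dubosiella* of any CTRL mouse, and up to 501. Of the 5 genera that were in another 4-ABX mouse and in no CTRL mouse, 4 were in replicate 56. Depth was the same as in the other mice. A weaker effect of 4-ABX in this mouse, for example from a lower intake of water, stays open as a biological explanation and may apply, but no measure of intake was analysed here.

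In 4-ABX replicate 55 *Bacteroides* lay 0.869 of the range from the others, with 76 of the 86 reads of the group. In 2-ABX replicate 86 the gap was 0.5 for Muribaculaceae_unknown. At the BrM endpoint it was 1 for *Streptococcus* in replicate 39, the sole mouse of the group with a read, and 0.860 for *Anaerostipes* in replicate 34. These 4 cases fall under the same limit. Reads from other samples were not tested as a source, and no biological explanation was tested.

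The effects of the antibiotic cocktails differed in the direct permutation test of 4-ABX against 2-ABX, with a Holm-adjusted p of 0.00022 for *Alistipes*, 0.00022 for *Bacteroides*, 0.00022 for *Akkermansia* and 0.0222 for *Escherichia-Shigella*, which was higher under 4-ABX, and of 0.00012 for the Shannon index of genus counts, which was lower under 4-ABX. *Escherichia-Shigella* took most of the reads under 4-ABX, so a dilution of the other genera in a fixed number of reads was tested. Genera other than *Escherichia-Shigella* had 8051 reads in the 4-ABX mice together, 41 to 4747 per mouse. At the lowest share of such reads in any CTRL mouse, 89.8 reads of *Alistipes* would be expected among them and 0 were seen. For *Bacteroides* 424 would be expected and 86 were seen. Without replicate 56, which held more than any other mouse, 3304 reads of other genera remain, and 36.8 reads of *Alistipes* and 174 of *Bacteroides* would be expected against 0 and 86. Summed over the mice, these counts argue against dilution alone for both genera. The sums are not a test of each mouse. Mice with few reads of other genera, 41 at the lowest, would hold few reads of *Alistipes* or *Bacteroides* even at a CTRL share. All 86 reads of *Bacteroides* were in replicates 47 and 55, with 10 and 76, and dilution is not excluded in these mice. For *Akkermansia* and the Shannon index dilution was not tested, and the amount of bacteria per sample, which would tell a growth of *Escherichia-Shigella* from a loss of the others, was not analysed here. Under 2-ABX, *Alistipes* made up 6.32% of the reads of other genera, against 5.86% in CTRL (permutation p = 0.756), and *Bacteroides* 48.9% against 12.8%. A loss of *Alistipes* and *Bacteroides* under the antibiotics that only the 4-ABX cocktail holds stays open as a biological hypothesis, and which of them may cause it was not tested.

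Reads that CTRL mice lack appeared under 4-ABX in 13 genus-level names of 9 mice, with 1679 reads together, of which 1135 were in replicate 56. One of the 13 is Chloroplast_unknown, which stands for plastid DNA and not for a bacterial genus, with 61 of these reads, all in replicate 56, and 0 in the other groups. The 12 bacterial genera had 1618 reads, 1074 of them in replicate 56. Not counted here are 25 reads of a plant sequence without a genus-level name in replicate 55. The 13 names made up 20.9% of the reads other than *Escherichia-Shigella* under 4-ABX (16.5%, with 544 reads, without replicate 56), while 0 such names were seen under 2-ABX. Names that CTRL mice lack were also seen at the BrM endpoint, but they were other names. There 5 of 6 mice had reads of 6 such names, 689 reads or 2.33% of all reads, against 3.41% of all reads under 4-ABX. None of the 13 names seen under 4-ABX had a read at the BrM endpoint, so these 13 were particular to 4-ABX. DNA from food or reagents in samples with few bacteria could give this, and so could bacteria that grow after the loss of others. Growth of bacteria does not apply to the plastid and plant reads. For the reads of the 12 bacterial genera these explanations cannot be told apart, because the environmental controls and the amount of bacterial DNA per sample were not analysed here.

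*Ileibacterium* had 288 reads at the BrM endpoint, in 2 of 6 mice, and none in the other groups. Depth was the same in all mice. With all of its reads in 2 mice, no explanation was tested, and the number range of the mice coincides with the group, so a difference between cages or batches and the BrM endpoint cannot be told apart.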

How the results depend on the processing

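No test of an explanation is given in this part. Of 167 values at the claims under 21 results and the alternatives other than leaving out a mouse, 109 kept their direction and their side of the threshold, 4 were weaker, 47 stronger and 7 reversed. When each mouse was left out in turn, 346 of 369 values kept both, 15 were weaker, 1 was stronger and 7 were reversed. Among the named genera, 199 of 248 values under other alternatives kept both, 13 were weaker, 28 stronger and 8 reversed. When each mouse was left out, 464 of 526 did, 60 were weaker and 2 were reversed. Counts were taken as changed when they differed by more than 1.5 times.

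Among CTRL, 4-ABX and 2-ABX, 29 genera passed, against 17 on CLR values, 18 with DESeq2 and 19 with genera in at least 30% of mice, where 19 were tested and all of them passed. Between 4-ABX and CTRL, 15 passed (3 higher, 12 lower), against 25 with the Benjamini-Hochberg adjustment and 8 without a prevalence filter, where 74 genera were tested in place of 47. The split on CLR values was 4 higher and 7 lower. Between 2-ABX and CTRL, 16 passed (6 higher, 10 lower), against 31 with the Benjamini-Hochberg adjustment, 35 with edgeR and TMM (3 higher, 32 lower) and 26 with edgeR and total counts alone (3 higher, 23 lower). On CLR values the split was 8 higher and 5 lower. The prevalence filters change how many genera are tested and so how strict the Holm adjustment is, the Benjamini-Hochberg adjustment is less strict than the Holm adjustment by construction, and the CLR center moved with the treatment. For the other changes the cause was not tested.

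Between CTRL and BrM endpoint, 0 genera passed in edgeR (12 with an unadjusted p under 0.05), and 2 passed with DESeq2, 4 with ANCOM-BC, 13 with ANCOM-BC and structural zeros and 1 with only genera of their own name. With the alternatives added after seeing the data, 4 passed with ANCOM-BC on genera in at least 30% of mice, 7 when structural zeros by the lower confidence limit were called as well, 3 without a prevalence filter and 3 on OTUs. The other prevalence filters of the scan gave 1, 2, 3 or 4 genera, and with only genera of their own name 2 or 3. Genera called as structural zeros get a p of 0 by construction, the prevalence filters change the number of genera tested and the bias term that ANCOM-BC subtracts (-1.02 to 0.52 over the 13 filters with all genera, log2), and for the other changes the cause was not tested. edgeR without TMM, the exact Mann-Whitney tests, the fit of all 4 groups, the Benjamini-Hochberg adjustment and the other filters of edgeR gave 0. The lists shared 0 genera, against 2 with ANCOM-BC and 3 with the added setting of 7 calls.

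*Alistipes* under 2-ABX turned from -0.17 to 1.80 on CLR values (Holm-adjusted p = 0.00102, range over the alternatives 0.00102 to 0.77), where the center of the 2-ABX mice had moved by -1.83. A CLR difference is the difference in mean log2 counts, here -0.03, minus the shift of the center, so the turn comes from the center. At the BrM endpoint its log2 fold change of 0.55 was past the threshold only with ANCOM-BC settings added after seeing the data. It was 1.14 without a prevalence filter and at 5% of mice, 1.43 at 30% (with and without structural zeros) and at 35%, 0.914 at 55% and 1.71 at 60%. With only genera of their own name, it was 1.66 at 30% and 35% and 1.74 at 60%, and it turned to -0.0275 at 10%, -0.0126 at 40%, -0.0331 at 45%, -0.0407 at 50% and -0.0490 at 55%. These values are 0.69, its log2 fold change without the bias term, minus the term, so by construction the term alone moves them from filter to filter. The difference in Shannon index between BrM endpoint and CTRL, -0.0146, was 0.165 for the inverse Simpson index, with neither past the threshold. *Streptococcus* turned on CLR values to 0.26 under 4-ABX and 0.22 under 2-ABX, where its mean log2 count differed by -1.61 in both and the center had moved by -1.87 and -1.83. *Marvinbryantia* at the BrM endpoint, 0.15 in edgeR, turned to -0.42 on CLR values, to -0.95 with ANCOM-BC, with or without structural zeros, to -0.0781 in the fit of all 4 groups, to -0.0717 without a prevalence filter and to -0.0197 with genera in at least 30% of mice. Its mean log2 count differed by -0.43, before the center or the bias term is subtracted. For *Marvinbryantia* and the Shannon index the cause was not tested.

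Across the fits that each left out 1 mouse, the genera that passed ranged from 23 to 29 among the 3 groups, from 7 to 12 between 4-ABX and CTRL and from 11 to 16 between 2-ABX and CTRL, and stayed at 0 between CTRL and BrM endpoint. Between 4-ABX and CTRL, a fit without a mouse asks for reads in 2 mice in place of 3, so that 53 to 58 genera were tested and the Holm adjustment is stricter by construction. The count of 7 was reached without CTRL replicate 62, 4-ABX replicate 55 or 4-ABX replicate 59. The difference in Shannon index between BrM endpoint and CTRL ranged from -0.0901 to 0.0511, and was above 0 without CTRL replicates 63, 64, 71 and 74 and BrM endpoint replicates 19, 20 and 34. The difference in the number of genera between 4-ABX and 2-ABX ranged from -3.4 to -1.18, and was past the threshold without 4-ABX replicate 56. *Marvinbryantia* at the BrM endpoint ranged from -0.93 to 0.49. R² ranged from 0.725 to 0.824 among the 3 groups and from 0.0792 to 0.131 between CTRL and BrM endpoint. The log2 fold change of *Alistipes* ranged from -6.70 to -6.49 (bound) under 4-ABX, from -0.29 to -0.08 under 2-ABX and from 0.51 to 0.83 at the BrM endpoint. The difference in Shannon index ranged from -2.42 to -2.17 for 4-ABX minus CTRL, from -1.03 to -0.950 for 2-ABX minus CTRL and from -1.45 to -1.19 for 4-ABX minus 2-ABX.

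No paired analysis was possible because the groups share no replicate numbers. Rarefying gave no value, because all totals are equal. By counting error alone, the depth of each mouse limits a genus with 0 reads to a share of up to 0.0608%. A genus under this share cannot be distinguished from an absent one. Fold changes against a group whose mice were all at or under this share are bounds. Where only a few mice of a group had reads, the fold change counts the others as 0, and its size is not resolved under this share.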

Differences from the paper's values

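All alternatives named as added in this part were chosen only after the result was seen, and no test of an explanation is given here. The paper shows about 6 genera that differ between CTRL and BrM endpoint (Fig. 2F, read by eye), and edgeR called 0. Of the 28 alternatives set before the data were examined, ANCOM-BC without structural zeros closed the gap with 4 genera, and the other 27 did not, among them DESeq2 with 2 and ANCOM-BC with structural zeros with 13. The 4 genera of ANCOM-BC include 1 of those in Fig. 2F, *Faecalibaculum*, which DESeq2, ANCOM-BC with structural zeros and edgeR on genera with their own name also called. Settings chosen after seeing the values called more of them. ANCOM-BC on genera in at least 30% of mice called *Alistipes*, *Faecalibaculum*, *Ligilactobacillus* and Prevotellaceae_unknown. With structural zeros by the lower confidence limit it called 7, the genera of Fig. 2F and Prevotellaceae_unknown. ANCOM-BC without a prevalence filter called *Alistipes*, *Faecalibaculum* and *Ligilactobacillus*, and ANCOM-BC on OTUs, also chosen after seeing the values, called OTUs of *Alistipes*, *Dubosiella* and *Ligilactobacillus*. In a scan of 13 prevalence filters, also chosen after seeing the values, ANCOM-BC called *Alistipes* under 6 of them, with filters from none to 60%, and under 3 of 13 with only genera of their own name.

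The paper shows about 1 genus in both lists (Fig. 2G, read by eye), and the lists obtained here shared 0. None of the 6 alternatives set before the data were examined closed the gap: ANCOM-BC gave 2 shared genera and the others gave 0. The setting with 7 calls, chosen after seeing the values, gave 3 shared genera, with *Alistipes* among them.

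The mean Shannon index of genus counts was 2.76 in CTRL, 0.541 under 4-ABX, 1.78 under 2-ABX and 2.75 at the BrM endpoint. The paper's means are about 5.8 in CTRL, about 4.0 under 4-ABX and about 5.3 under 2-ABX (Fig. S2A, read by eye) and about 5.8 at the BrM endpoint (Fig. S2B, read by eye). In each group 1 of the alternatives set before the data were examined closed the gap, the index of OTU counts, with 5.81 in CTRL, 3.96 under 4-ABX, 5.32 under 2-ABX and 5.76 at the BrM endpoint. Only genera with their own name and leaving out each mouse did not close it. The inverse Simpson index is on another scale and was not compared with the paper's means.

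Fig. 2F labels its scale as log2, and its series of 6 values matches ANCOM-BC on genera in at least 30% of mice, a setting chosen after seeing the values, on the natural-log scale. On that scale this setting gave -2.64 for *Faecalibaculum*, -0.177 for *Streptococcus*, -0.129 for *Anaerostipes*, 0.213 for *Marvinbryantia*, 0.99 for *Alistipes* and 1.31 for *Ligilactobacillus*. The natural-log reading rests on this match. In natural logs, *Faecalibaculum* was at or below -4.14, the ratio of mean shares against the floor of 3 reads, against the paper's about -2.6 (Fig. 2F, read by eye). Of the 28 alternatives set before the data were examined, the exact Mann-Whitney test on CLR values with -3.15 and ANCOM-BC with and without structural zeros with -3.51 closed the gap, and the other 25 did not. As *Faecalibaculum* had 0 reads at the BrM endpoint, its value depends on the floor or the added count, and a closed gap says nothing about the size of the change. *Alistipes* was at 0.383 against the paper's about 0.99 (Fig. 2F, read by eye), and on this natural-log reading none of the 28 alternatives set before the data were examined closed the gap. *Ligilactobacillus* was at 0.869 against the paper's about 1.3 (Fig. 2F, read by eye). DESeq2 with 1.04 and the fit without CTRL replicate 70 with 1.09 closed the gap, and the other 26 alternatives set before the data were examined did not. The log base bears on both of these gaps. If the scale of Fig. 2F is read as log2, as it is labelled, edgeR's log2 fold change of *Ligilactobacillus* was 1.25 (standard error 0.411), within the error of the paper's value. That of *Alistipes* was 0.55 (standard error 0.418), which differs from the paper's value by slightly more than the error. On this log2 reading 12 of the 28 alternatives set before the data were examined closed the gap of *Alistipes*, and 16 did not. The 12 were DESeq2 with 0.73, the exact Mann-Whitney test on CLR values with 0.70 and 10 of the 17 fits that each left out a mouse, up to 0.83 without BrM endpoint replicate 34. For *Ligilactobacillus*, 26 of the 28 were within the error, and ANCOM-BC with and without structural zeros, with 0.63, was not.

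Fig. 2F shows *Streptococcus*, *Anaerostipes* and *Marvinbryantia* as differing, and edgeR gave an unadjusted p of 0.453, 0.679 and 0.939. In ANCOM-BC on genera in at least 30% of mice they had a Holm-adjusted p of 1 each and were called by the rule for structural zeros alone, which also covers *Faecalibaculum* (Holm-adjusted p = 0.0295 without the rule). Fig. 2G shows a single genus in both lists, while 5 of the genera named in Fig. 2F are also named in Fig. 2C, all but *Streptococcus*. Fig. S2A marks no difference in Shannon index between 4-ABX and 2-ABX. The permutation test of the difference in means gave a Holm-adjusted p of 0.00012 for genus counts and 9e-05 for OTU counts. The legend of Fig. S2A names the Kruskal-Wallis test, which uses ranks. No rank test of this pair was run here, so the 2 results come from unlike tests and do not contradict each other. The legends of Fig. 2E and of Fig. S2 name the genus level. For Fig. 2E, R² of 0.0742 and shares of 29.8% and 10.8% for the first principal coordinates were obtained from OTU counts, against an R² of 0.10 and shares of 48.5% and 20.3% from genus counts. The paper's R² is about 0.074 (Fig. 2E, read by eye), closer to the value from OTU counts. At the genus level, Bray-Curtis on square-root relative abundances gave 0.0716 and the Jensen-Shannon distance 0.0777. R² alone thus does not settle the level. Of the about 38 names in Fig. 2C (read by eye), the Kruskal-Wallis test with the Holm adjustment called 29 and with the Benjamini-Hochberg adjustment 36.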

Other observations

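The split tests of the 3 antibiotic counts and of the 2 ANCOM-BC counts with structural zeros were chosen before their results were seen, and all other tests in this part only after. Among CTRL, 4-ABX and 2-ABX, 1 of 100 splits of the mice into groups of the same sizes, the real one, gave as many genera past the threshold as the 29 seen, and the most in another split was 2. Between 4-ABX and CTRL it was 1 of 100, the real one, with at most 0 genera in another split, and between 2-ABX and CTRL it was 1 of 100, the real one, with at most 1 genus in another split. The p-values of these 3 tests already come from permuted group labels. Few calls in other splits thus follow by construction, and these splits give no separate support. They also cannot tell a treatment from a cage or batch that follows the groups. Between CTRL and BrM endpoint, 11 of 100 splits gave as many genera with an unadjusted p under 0.05 in edgeR as the 12 seen. As many ANCOM-BC calls as the 4 seen on genera in at least 10% of mice were given by 5 of 100 splits, and with structural zeros as many as the 13 seen by 10 of 100. On genera in at least 30% of mice, a setting chosen after seeing the values, 4 of 100 splits gave as many as the 4 calls seen, and 2 of 100 called *Alistipes*. With structural zeros by the lower confidence limit, 39 of 100 splits gave as many as the 7 calls seen.

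In 100 simulated draws of an unchanged BrM endpoint group, resampled from the CTRL mice, edgeR made a mean of 0 calls, ANCOM-BC on genera in at least 10% of mice 0.04, and ANCOM-BC on genera in at least 30% with structural zeros by the lower confidence limit 6.48, with at least 1 call in 99 draws. The calls of this last setting shared at least 1 genus with the Kruskal-Wallis list in 74 draws. Of the 36 genera it tested, 25 are in that list, so that 7 genera drawn at random would share 4.86 with it. The draws come from the same CTRL mice that they were tested against, and hold no difference between separate sets of mice. Their numbers of calls are therefore not the rate of false calls between separate sets of unchanged mice.

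The call of *Alistipes* at the BrM endpoint by ANCOM-BC moved with the prevalence filter. ANCOM-BC subtracts from every log fold change a bias term estimated over the genera tested. Over 13 filters from 0 to 60% of mice, this term ran from -1.02 to 0.52 (log2), and *Alistipes* was called under 6, which were the 6 filters with a term below 0. With only genera of their own name, it was called under 3 of 13, all with a term below 0, out of 5 such filters, and its log2 fold change fell below 0 under others, to -0.05 at the lowest. A candidate explanation for the call under the 30% filter is thus the estimate of the bias term, which subtracts a negative value there. Without the term *Alistipes* was at 0.69 (standard error 0.256, p = 0.00695, Holm-adjusted p = 0.243), and an increase of *Alistipes* at the BrM endpoint that this number of mice does not resolve stays open.

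Neighboring CTRL mice were more alike than others. The mean Bray-Curtis distance was 0.271 over the 8 pairs of CTRL mice with consecutive numbers and 0.474 over the other pairs (permutation test, one-sided, p = 0.00071). Under 4-ABX it was 0.198 and 0.284 (p = 0.00856, or 0.0291 without replicate 56). Under 2-ABX (p = 0.250) and at the BrM endpoint (exact permutation test, p = 0.289) no such difference was detectable. *Faecalibaculum* was read in CTRL replicates 61 to 65 and 71 and in no other CTRL mouse. A shared cage, litter or batch of mice with neighboring numbers may give this pattern, and the paper's text names none of them. If mice share cages, they are not independent, and the permutation tests that treat them so could give p-values that are too small. No biological explanation was tested.

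The OTUs of some genera had the same number in many mice. *Akkermansia* had 34 to 36 OTUs in each of the 19 mice with at least 300 reads of it, in all 4 groups, and the same 34 OTUs were in every one of them. The mean Bray-Curtis distance between these mice over its OTUs was 0.184, against 0.143 expected from sampling alone. *Parabacteroides* had 27 to 30 OTUs in 11 mice, 27 of them in every one (0.190 against 0.145). *Bacteroides* (0.571 against 0.204) and *Alistipes* (0.661 against 0.282) differed more between mice. The 4 mice with 13 to 35 reads of *Akkermansia* had at most 2 OTUs each. A splitting of a few sequences into many OTUs in amplification or read processing may give such fixed sets, and a fixed set of strains shared by all mice was not tested.

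*Escherichia-Shigella* had 1683 OTUs in the 19 mice with at least 300 reads, of which 82.3% were seen in 1 mouse and 24 were in every one. Over all 10 mice of each group, the number of OTUs per mouse was 24 to 314 under 4-ABX, the lowest in replicate 56 with 185 reads, and 29 to 42 under 2-ABX. OTUs seen in 1 of the 37 mice held 4.96% of its reads under 4-ABX and 0.260% under 2-ABX. The Shannon index within the genus was 3.49 ± 0.237 (SD, n = 10) under 4-ABX and 3.18 ± 0.0429 (SD, n = 10) under 2-ABX, and the mean Bray-Curtis distance between the 19 mice was 0.131 against 0.127 expected from sampling. Rare OTUs that arise from many reads of the same sequence may account for most of these OTUs, since the many single-mouse OTUs hold few of the reads. A larger number of strains under 4-ABX was not tested.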
